# FGF7 as an essential mediator for the onset of ankylosing enthesitis related to psoriatic dermatitis

**DOI:** 10.26508/lsa.202403073

**Published:** 2025-02-07

**Authors:** Shin Ebihara, Yuji Owada, Masao Ono

## Abstract

IL-17A plays an important role in the pathology of psoriasis and psoriatic arthritis (PsA). However, the pathogenic association between the skin and joint manifestations in PsA is not completely understood. In this study, we initially observed that IL-17A and FGF7 induced endochondral ossification in the mouse entheseal histoculture. Importantly, the responses of endochondral ossification by IL-17A stimulation were strongly inhibited by the treatment of a blocking antibody to FGF receptor 2IIIb, which is the receptor of FGF7, suggesting that FGF7 acts as a downstream factor of IL-17A in the endochondral ossification in the culture. Next, using the animal PsA model, the administration of an anti-FGF receptor 2IIIb antibody resulted in significant suppression of ankylosing enthesitis but not dermatitis. Collectively, our findings indicate that augmented IL-17A in PsA dermatitis induces the elevation of FGF7 levels in joint enthesis and results in a non-redundant role of FGF7 signaling in the development of ankylosing enthesitis in PsA.

## Abstract (precis)

This study sheds light on the pathogenic association between the skin and joints in psoriatic arthritis. The authors indicated that IL-17A, which is produced in the skin, induces joint manifestations via FGF7 signaling in the pathology of psoriatic arthritis.

## Introduction

Psoriatic arthritis (PsA) is a chronic inflammatory arthritis, a type of spondyloarthritis (SpA), associated with psoriasis (Gladman et al, 2005). The characteristic feature of PsA is new bone formation, including heterotopic endochondral ossification, which leads to joint ankylosis (Rahimi & Ritchlin, 2012). The prevalence of PsA in the psoriasis population varies widely, most recently estimated to range from 5 to 40% (Christophers et al, 2010). Previous studies have demonstrated higher prevalence of PsA in more severe (Tey et al, 2010; Eder et al, 2012) or longer lasting (Christophers et al, 2010; Eder et al, 2012) psoriasis. Thus, skin disease is considered as a main risk factor for co-occurrence of joint disease (Gisondi et al, 2022). Clinical therapeutics for both psoriasis and PsA are commonly considered and used (Stiff et al, 2018). Although psoriatic skin lesions and joints in PsA share common genetic antecedents and a number of similar mechanisms at the cellular and molecular levels (Ruiz et al, 2012; Stuart et al, 2015), the pathogenic connection remains unclear (Belasco & Wei, 2019; Winthrop et al, 2019).

Many studies have indicated that IL-17A is involved in PsA pathogenesis in humans. Higher levels of IL-17A have been detected in the whole blood (Gado et al, 2021) and synovial fluid (Leipe et al, 2010) of patients with PsA. Increased levels of infiltration of IL-17A–producing cells, including CD4^+^ T cells (Leipe et al, 2010), CD8^+^ T cells (Menon et al, 2014), and γδ T cells (Guggino et al, 2016), have been observed in the joints of patients with PsA. It has been reported that the levels of IL-17A in whole blood (Gado et al, 2021) and IL-17A^+^ CD8^+^ T cells in joints (Menon et al, 2014) are significantly correlated with the disease activity of PsA. Recently, inverse-variance weighted analysis with single-nucleotide polymorphisms indicated a causal association between increased IL-17A levels and the risk of PsA (Wu et al, 2021). In a phase III clinical study, treatment with secukinumab (formerly AIN457, Novartis), an anti-IL-17A monoclonal antibody, was associated with significant improvements in the clinical symptoms of both skin and joint of PsA as compared to placebo (McInnes et al, 2015). Furthermore, ixekizumab (formerly LY2439821, Eli Lilly), another IL-17A inhibitor, is also effective for the treatment of PsA (Mease et al, 2017). Thus, IL-17A plays a critical role as a causal factor in pathogenesis of PsA. However, the detailed role of IL-17A in joint pathogenesis in patients with PsA remains unknown (McGonagle et al, 2019; Zwicky et al, 2020).

FGF/FGF receptor (FGFR) signaling plays a central role in physiological endochondral ossification and bone homeostasis (Zhang et al, 2023). Among them, *FGFR2* has been identified as a significant epigenomic gene by a genome-wide DNA methylation study in the cartilage of osteoarthritis (OA) (Jeffries et al, 2016), in which endochondral ossification is a fundamental pathway in the progression (Pulsatelli et al, 2013). *FGFR2* is expressed at higher levels in OA cartilage than in normal cartilage and involved in accelerated chondrocyte differentiation (Jeffries et al, 2016). Accumulating evidence has shown that a gain-of-function mutation in *FGFR2* causes several human bone developmental diseases including Crouzon syndrome (Jabs et al, 1994; Wilkie et al, 1995), Jackson–Weiss syndrome (Jabs et al, 1994), and Apert syndrome (Wilkie et al, 1995). FGF7, also known as a keratinocyte growth factor, is a paracrine and/or autocrine mediator in bone formation (Zhang et al, 2023). FGF7 binds to its high-affinity receptor FGFR2IIIb (also known as KGFR), which is a splice variant of *FGFR2*. A previous study demonstrated that FGF7 is expressed at significantly higher levels in OA meniscal cells than in normal meniscal cells (Sun et al, 2010). Moreover, FGF7 has been shown to play a positive role in new bone formation by local delivery of FGF7 in the mandible defects of rats (Poudel et al, 2017). In the tracheal cartilage wound healing model, it has been shown that FGF7 expresses in both chondrocytes and perichondrial cells and that FGFR2IIIb expression is limited to proliferating chondrocytes in response to injury (Abo et al, 2010).

Spontaneously occurring arthropathy in aged male DBA/1J mice is characterized not only by transient acute inflammation surrounding the enthesis in the peripheral joint, including the fingers, but also by heterotopic endochondral ossification, which leads to ankylosis (Lories et al, 2004). Our previous study showed that these mice spontaneously and readily develop psoriasis-like dermatitis when the mice caged together, and, importantly, an initial symptom of ankylosing enthesitis chronologically onsets after dermatitis (Ebihara et al, 2015). In this model, neutralizing IL-17A inhibited the development of dermatitis and ankylosing enthesitis (Ebihara et al, 2015).

Here, we investigated the role of IL-17A in endochondral bone formation. To prove a possible association between IL-17A and FGF7, we examined an effect of a blocking antibody against FGFR2IIIb, a receptor for FGF7, on disease manifestations in vivo, as well as a change of indicators for inflammation and endochondral ossification in our histoculture system. We demonstrated that IL-17A acts as an upstream mediator of FGF7 and that FGF7 plays an essential role in co-occurrence of cutaneous and joint diseases in PsA.

## Results

### Induction of the endochondral ossification by IL-17A stimulation in entheseal histoculture

To investigate the pathogenesis of entheseal lesions, such as endochondral ossification in PsA, we developed entheseal histoculture as a research tool. To explore the effect of IL-17A on endochondral ossification, we cultured mouse entheseal tissue. As shown in Fig 1A, IL-17A up-regulated the level of *Col2A1* mRNA encoding type II collagen in the histoculture after 72 h. *Col2A1* is expressed in fibrocartilage entheses (Braun et al, 2000). The expression of *Acan* mRNA encoding aggrecan, a cartilage-specific proteoglycan core protein (Braun et al, 2000), was also augmented by IL-17A stimulation in a dose-dependent manner (Fig 1B). Moreover, IL-17A up-regulated the production of bone morphogenetic protein (BMP) 2, which is a crucial component of the BMP signaling cascade in endochondral bone formation (Lories & Luyten, 2009), in a dose-dependent manner (Fig 1C). 

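Entheseal tissue was cut from the insertions of the Achilles tendon and the plantar fascia of mouse hind paws and kept in culture for 72 h, without stimulation or with IL-17A at 10 ng/ml. RNA from 3 non-stimulated and 3 IL-17A-stimulated cultures was hybridized to 6 single-colour Agilent mouse arrays, all on 1 slide. The authors deposited the scanner output of each array, in which Agilent Feature Extraction gives a background-subtracted signal per spot with marks for dim, saturated and outlying spots. Each array held 62976 spots, which stand for 56605 probes of 60 bases once the control spots are left out. The signals were normalized between the arrays by the quantile method and put on the log2 scale, spots marked as outliers were left out on the array concerned, and spots of the same probe were averaged. The 38436 probes that passed the authors' criterion (a detected spot on at least 1 array, no lincRNA probes) were compared with limma. The share of non-control probes well above background, which limits how small a transcript can be measured, was 65.8%, 63.2% and 56.7% on the non-stimulated arrays and 55.4%, 58.9% and 52.4% on the IL-17A-stimulated arrays, lower on average on the stimulated arrays, with an overlap between the groups. The number of saturated probes was 0. Over the probes compared, Pearson's r between arrays was 0.960 to 0.978 within the non-stimulated group, 0.923 to 0.934 within the stimulated group and 0.910 to 0.946 between the groups. The stimulated cultures were thus less alike than the non-stimulated cultures. The first principal component, with 37.8% of the variance, had the 3 non-stimulated arrays on one side and the 3 stimulated arrays on the other. The stimulated arrays did not form a close group, however. Replicate 2 was nearer to the non-stimulated arrays (r of 0.938 to 0.946) than to stimulated replicates 1 and 3 (0.934 and 0.928). The same held for replicate 3, while replicate 1 was nearer to the other stimulated arrays.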

Next, we used microarray analysis to identify the direct target gene of IL-17A in entheseal histocultures. Endochondral ossification–related genes, including BMP, Wnt, and FGF signaling genes (Salazar et al, 2016; Zhang et al, 2023), were up-regulated under IL-17A stimulation (Table 1). 

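Over the signaling families as a whole, the arrays gave a different picture for each. Lists of FGF, BMP and Wnt ligands, receptors and regulators were written before the data were examined, each gene was taken at its brightest probe, and each list was tested with limma's camera test, adjusted by the Benjamini-Hochberg method over 5 lists. The FGF list had 23 genes with a probe and a median log2 fold change of 0.46 (adjusted p = 0.0041 from camera). In it 7 genes rose past the authors' criteria and 0 fell. These were Fgf1, Fgf7, Fgf10, Fgf18, Fgf23, Fgfr4 and Fgfrl1, of which all but Fgfrl1 are in Table 1, so the test of this list is not independent of the table. The median of the list was 0.40, 0.46 and 0.65 above the non-stimulated mean on the 3 stimulated arrays, against -0.15 to 0.16 on the non-stimulated arrays, and among its 16 genes well above background on all 6 arrays the median log2 fold change was 0.54. The shift of the FGF list held under limma's fry test (adjusted p = 0.0288) but not with an inter-gene correlation estimated from the 6 arrays (adjusted p = 0.134 from camera). The alternative that moved it most, the row of the slide as a covariate, gave a median of 0.20 (adjusted p = 0.0866 from camera, range over all alternatives 0.0012 to 0.134). In the BMP list, 5 of 37 genes rose (Bmp2, Bmp4, Smad1, Grem1 and Fst) and 3 fell (Bmp1, Bmpr1b and Smad9), with a median of 0.20 (adjusted p = 0.144 from camera). In the Wnt list, 4 of 38 genes rose, Wnt5b among them, and 7 fell, with a median of -0.0705 that turned to 0.13 when the arrays were scaled to their 75th percentile (adjusted p = 0.755 from camera in the first case). A list of 31 cartilage and growth plate genes behaved alike, with 5 genes higher, 6 lower and a median of -0.0468, or 0.19 under the same scaling (adjusted p = 0.755 from camera). Known IL-17A target genes were included to see whether the cultures had responded. Of 24 such genes 7 rose and 2 fell, with a median of 0.38 (adjusted p = 0.0242 from camera), a shift that did not hold under fry (adjusted p = 0.156) or with the estimated correlation (adjusted p = 0.632). It also missed an adjusted p of 0.05 in camera without non-stimulated replicate 3 (median 0.36), without IL-17A-stimulated replicate 1 (median 0.44) and without IL-17A-stimulated replicate 3 (median 0.44). The size of the median depended on the probes and the model as well, with 0.16 when detection in a whole group was required, 0.15 over the 20 genes well above background on all 6 arrays and 0.96 with the row of the slide as a covariate. The array medians overlapped between the groups (0.40, 0.0221 and -0.67 without and 0.64, 0.12 and 0.47 with IL-17A). The paper selected single genes by an unadjusted p-value and a fold change, listed those tied to endochondral ossification in Table 1, and states from that list that genes of the 3 families were up-regulated.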

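Fgf7 was measured by 1 probe, listed under NM_008008, whose 60 bases (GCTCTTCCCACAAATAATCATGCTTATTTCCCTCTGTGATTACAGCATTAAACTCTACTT) lie on chromosome 2 of mm9 from 125916134 to 125916193. Its quantile-normalized log2 signal was 12.30 ± 0.093 (SD, n = 3) in the non-stimulated cultures and 13.27 ± 0.41 (SD, n = 3) in the IL-17A-stimulated cultures. This is a log2 fold change of 0.97 with a standard error of 0.25, or 1.95-fold. The probe was well above background on all 6 arrays and among the brighter ones, at the 90.4th percentile of the non-stimulated signal. Every stimulated array lay above every non-stimulated array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The unadjusted p from limma that the authors' criteria use was 0.0089, and the Benjamini-Hochberg adjusted p over all probes compared was 0.163, so the difference was larger than the spread between cultures at the authors' criteria but not after adjustment. With each array left out in turn, the log2 fold change lay between 0.77 and 1.18, and the lowest value, without IL-17A-stimulated replicate 2, falls short of the authors' fold change criterion of 1.8.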

Among the candidate genes, IL-17A induced *FGF7* expression (2.0-fold) in the culture (Table 1). We confirmed the significant increase in IL-17A–induced FGF7 production by both mRNA and protein quantification analyses in a dose-dependent manner (Fig 1D and E). Furthermore, as shown in Fig 1F and G, FGF7 up-regulated the expression of *Col2A1* and *Acan* in entheseal tissues for 3 h. The response time to elevated levels of the transcripts after FGF7 stimulation was shorter than that after IL-17A stimulation. The production of the BMP2 protein was induced by FGF7 stimulation in the culture for 24 h (Fig 1H). In addition, IL-17F, but not IL-17A, induced the up-regulation of *IL-17RC* expression after 24 h (Fig 1I). Neither IL-17A nor IL-17F up-regulated the expression of *IL-17RA* (data not shown).

**Figure 1.**
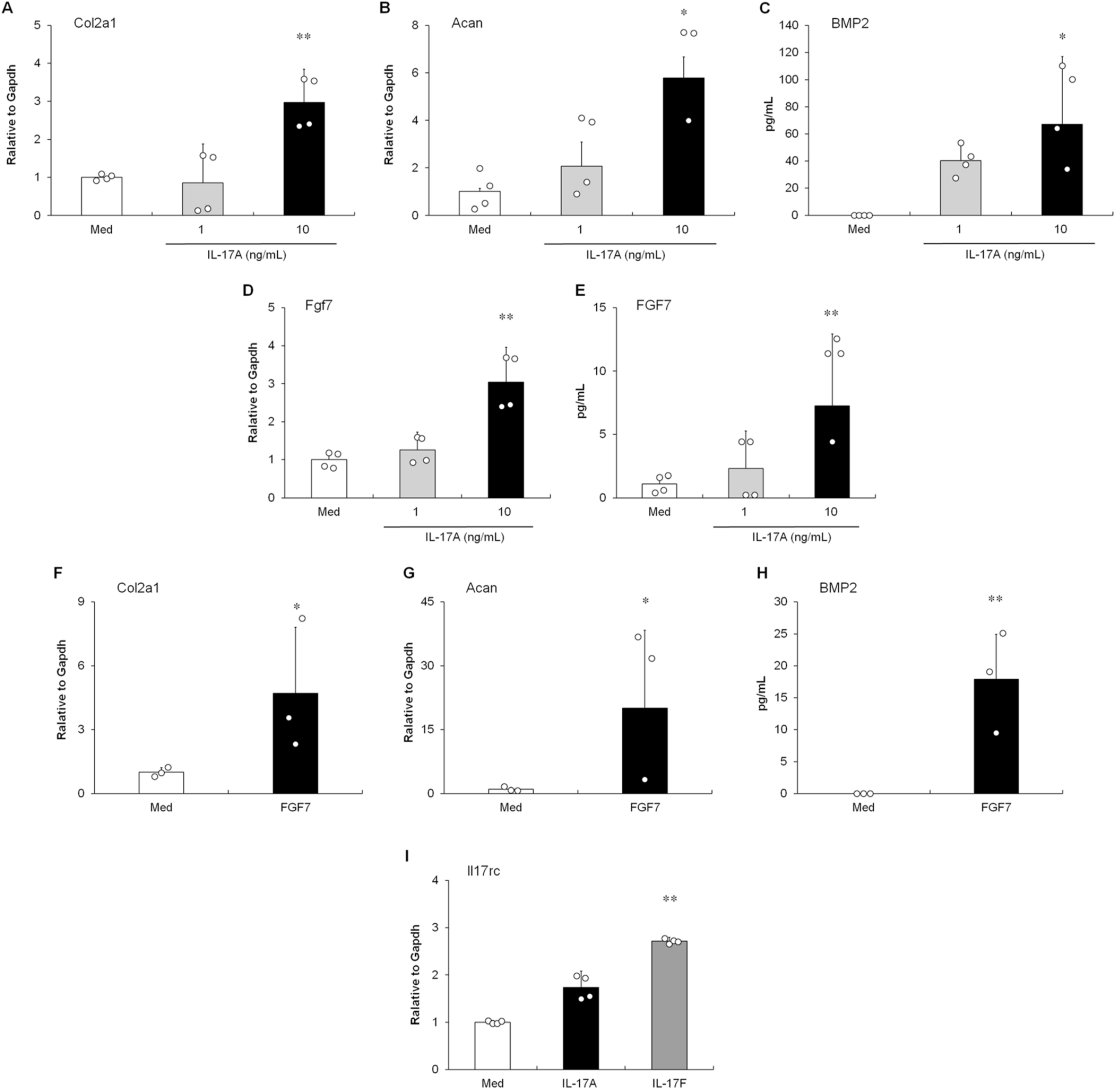
IL-17A induced the up-regulation of endochondral ossification–related genes in the entheseal tissues. **(A, B)** Expressions of *Col2A1* (A) and *Acan* (B) mRNA in the entheseal tissue culture. mRNA levels were determined using quantitative RT–PCR 72 h after IL-17A stimulation. **(C)** Production of the BMP2 protein in the entheseal tissue culture supernatant. The protein level was determined using ELISA 72 h after IL-17A stimulation. **(D, E)** Levels of mRNA (D) and protein (E) of FGF7 in the histoculture 72 h after IL-17A stimulation. The protein level of FGF7 in the supernatant of the entheseal tissue was measured by ELISA. **(F, G)** Effect of FGF7 on the expressions of *Col2A1* (F) and *Acan* (G) mRNA in the tissue culture. The mRNA level was determined using quantitative RT–PCR 3 h after FGF7 stimulation (10 ng/ml). **(H)** Effect of FGF7 on the expressions of the BMP2 protein in the culture supernatant. The protein level was determined using ELISA 24 h after FGF7 stimulation (10 ng/ml). **(I)** Expression of *IL-17RC* mRNA in the histoculture. mRNA levels were determined using quantitative RT–PCR 24 h after IL-17A (10 ng/ml) or IL-17F (10 ng/ml) stimulation. The data presented are relative mRNA levels normalized to *GAPDH*. **(A, B, C, D, E, I)** Results are shown as the mean ± SD with individual data. *P < 0.05; **P < 0.01 by Dunnett’s parametric test performed versus the non-stimulation group (Med). Each dot represents one experiment with pooled entheses from three to four mice. **(D, E)** *P < 0.05 by a *t* test or an Aspin–Welch *t* test performed versus the non-stimulation group (Med). Each dot represents one experiment with pooled entheses from three to four mice.

**Table 1.** Endochondral ossification–related genes in the entheseal histoculture.

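The 17 genes of Table 1 were looked up on the arrays by the accession that the table gives, at the brightest probe where several carried it, which was so for 7 genes. At the authors' criteria 14 of them rose. The exceptions were Msx2 with a 1.31-fold change, Sox9 with 1.39-fold and Smad7 with 1.25-fold, each at its brightest probe, and for all 3 of them the stimulated and non-stimulated arrays overlapped. In 13 of the 17 genes every stimulated array lay above every non-stimulated array. After Benjamini-Hochberg adjustment over all probes, 0 of the 17 had an adjusted p under 0.05 in limma (range 0.0685 to 0.709). Adjusted over the list alone, 11 had, but the study chose this list on the same arrays, so that count is not independent evidence. The result over all probes depended on the setting. When detection in a whole group was required, Grem1 and Fgfr4 had adjusted p-values of 0.0292 and 0.042 from limma. An intensity trend in limma gave 0.0396 and 0.047. With the replicate number as a block both were at 0.237. Among the 15 genes well above background on all 6 arrays, the largest change was that of Grem1, which encodes the BMP antagonist gremlin 1. Its single probe had a log2 signal of 8.28, 7.33 and 7.06 on the non-stimulated arrays and 12.35, 11.45 and 11.25 on the stimulated arrays, a 17.5-fold change (log2 4.13, standard error 0.44, adjusted p = 0.0685 from limma). Fgf10 was not well above background on any non-stimulated array and was so on 2 of 3 stimulated arrays, so its rise has only a lower bound, at least 6.99-fold, taken on each non-stimulated array against its lowest signal well above background or the probe's own signal, whichever is higher. Without IL-17A-stimulated replicate 2 this bound was 3.59-fold, and without replicate 3 it was 13.1-fold. With the normexp background correction it was 2.81-fold. Fgf6 was dim as well, with 1 of 3 non-stimulated and 2 of 3 stimulated arrays well above background, and missed the criteria with normexp (1.32-fold). The other 15 genes were well above background on all 6 arrays. Fgf1 rose 4.42-fold, Has1 3.57-fold and Fgfr4 3.50-fold, and Bmp4, Wnt5b, Smad1 and Bmp2 rose between 1.85-fold and 1.88-fold, close to the criterion. With normexp Wnt5b missed it (1.65-fold). Bmpr2 rose 4.49-fold and Fgf23 2.80-fold. Both of these probes contain a run of the dinucleotide CA, and the 91 probes with such a run that belong to genes outside Table 1 had a median log2 fold change of 1.55. The remaining probes of Bmpr2 had log2 fold changes of -0.19 and -0.37. In all, 11 of the genes have several probes among those compared, and for 2 of these, Bmp4 and Wnt5b, every probe passed the criteria. With 1 array left out, several genes missed the criteria. Without IL-17A-stimulated replicate 2 the log2 fold change was 0.73 for Wnt5b, 0.60 for Smad1 and 0.78 for Bmp2, and without replicate 3 it was 0.74 for Bmp4 and 1.32 for Fgf6. Fgf18 missed them without replicate 1 (1.19) or replicate 3 (1.41), and also without non-stimulated replicate 1 (1.37) or 2 (1.23). Bmpr2 and Fgf23 fell to 1.23 and 0.88 without replicate 3, and Bmpr2 rose to 2.89 without replicate 2. Fgf23 and Bmpr2 missed the criteria without any one of the non-stimulated arrays, with values of 1.39 to 1.60 for Fgf23 and 2.08 to 2.26 for Bmpr2, and without stimulated replicate 1 (1.62 and 2.38). Smad1 missed them too without any one of the non-stimulated arrays (0.84 to 0.94), and Bmp2 without non-stimulated replicate 2 or stimulated replicate 1 (0.79 each). Of the alternatives set beforehand, the row of the slide as a covariate moved the number of genes past the criteria most, to 5, and leaving out 1 array gave between 9 and 11, with the fewest without non-stimulated replicate 2.

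**Figure D1:**
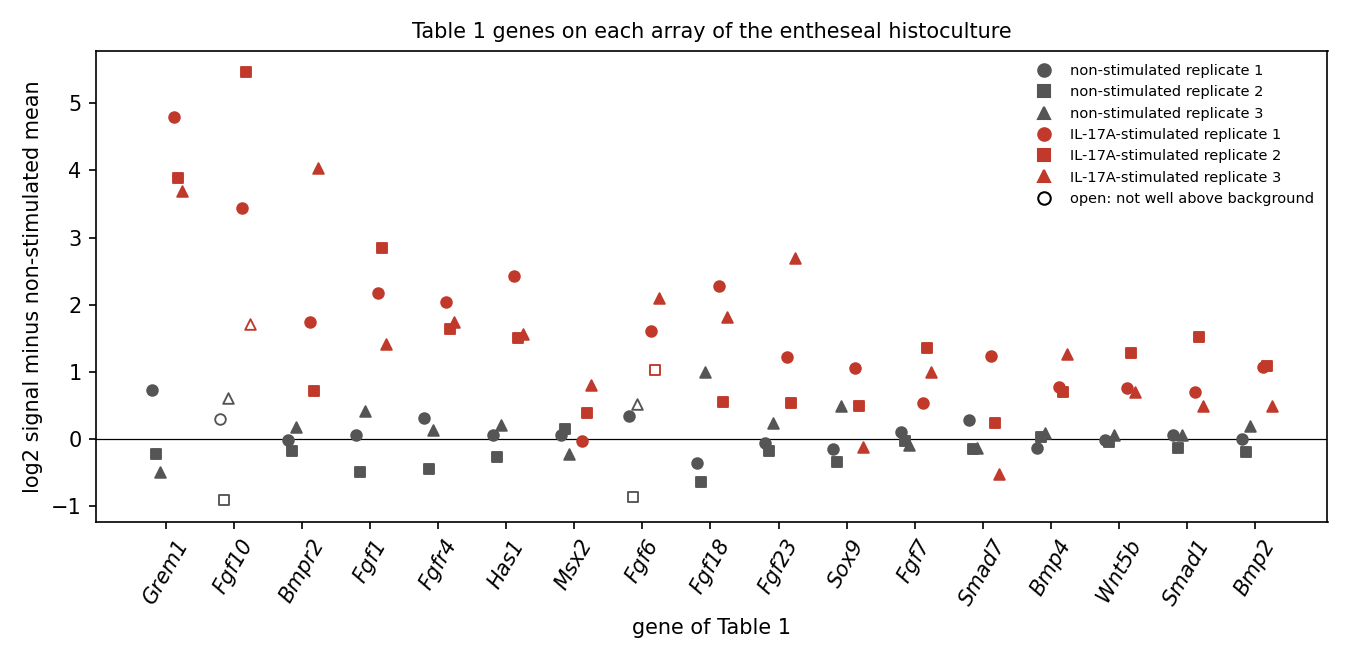
Quantile-normalized log2 signal of each Table 1 gene on each of the 6 arrays, minus the mean of the 3 non-stimulated arrays. Open symbols are spots not well above background, gray symbols are non-stimulated and red symbols IL-17A-stimulated cultures, and the groups overlap for Msx2, Fgf18, Sox9 and Smad7.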

Gene symbol	Accession numbers	Fold change	Gene name
*Grem1*	NM_011824	17.6	*Gremlin 1, DAN family BMP antagonist*
*Fgf10*	NM_008002	11.6	*Fibroblast growth factor 10*
*Bmpr2*	ENSMUST00000186246	4.5	*Bone morphogenetic protein receptor, type II*
*Fgf1*	NM_010197	4.4	*Fibroblast growth factor 1*
*Fgfr4*	NM_008011	4.0	*Fibroblast growth factor receptor 4*
*Has1*	NM_008215	3.6	*Hyaluronan synthase 1*
*Msx2*	NM_013601	3.1	*Msh homeobox 2*
*Fgf6*	NM_010204	3.0	*Fibroblast growth factor 6*
*Fgf18*	NM_008005	2.9	*Fibroblast growth factor 18*
*Fgf23*	NM_022657	2.8	*Fibroblast growth factor 23*
*Sox9*	NM_011448	2.0	*SRY (sex-determining region Y)-box 9*
*Fgf7*	NM_008008	2.0	*Fibroblast growth factor 7*
*Smad7*	NM_001042660	1.9	*SMAD family member 7*
*Bmp4*	NM_007554	1.9	*Bone morphogenetic protein 4*
*Wnt5b*	NM_009525	1.9	*Wingless-type MMTV integration site family, member 5B*
*Smad1*	NM_008539	1.9	*SMAD family member 1*
*Bmp2*	NM_007553	1.9	*Bone morphogenetic protein 2*

Gene expression analysis of entheseal tissues. Organs were stimulated with or without IL-17A (10 ng/ml) for 72 h (n = 3 per sample). The criteria for the genes up-regulated by IL-17A stimulation were *P* < 0.05 and fold change > 1.8.

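Over the whole array, 1626 probes of 1468 genes met these criteria for an increase. An unadjusted p under 0.05 was reached by 6756 probes in either direction, where 1921.8 would be expected with no difference between the groups. Over all probes compared, 29.0% had groups that did not overlap, against the 10% that chance gives for 3 arrays against 3. After Benjamini-Hochberg adjustment, 7 probes had an adjusted p under 0.05 in limma, of which 1, a probe listed without a gene symbol, had risen and 6 had fallen. That number was 404 without IL-17A-stimulated replicate 3, 75 without replicate 2 and 0 without non-stimulated replicate 2, where 1011 probes rose at the unadjusted criteria. For 257 of the probes that rose, no non-stimulated array was well above background, so that only a lower bound of their change can be given. Of the 10 largest increases among probes whose groups do not overlap, that of Ptgs2, which encodes cyclooxygenase-2, was the one measured well above background on all 6 arrays. It went from a log2 signal of 9.28 ± 0.90 (SD, n = 3) to 14.98 ± 0.82 (SD, n = 3), a log2 fold change of 5.70 (adjusted p = 0.0685 from limma). Correcting the background with normexp gave 918 probes in place of the 1626, and scaling the arrays to their 75th percentile gave 2464.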

### Inhibition of endochondral ossification by anti-FGFR2IIIb antibodies in entheseal histoculture

To confirm the inhibitory effect of the anti-FGFR2IIIb antibody on FGF7 signaling, we used 3T3-L1 cells as described previously (Zhang et al, 2010). In contrast to the RNA expression profiling in the study, flow cytometric analysis revealed the expression of FGFR2IIIb on the cell surface (Fig 2A). 3T3-L1 cells secreted IL-13 after FGF7 stimulation in a dose-dependent manner (data not shown), as well as IL-1β and TNFα stimulation (Kwon et al, 2014). To explore the blocking effect of the antibody, inhibition of IL-13 production in FGF7-stimulated 3T3-L1 cells was examined. As shown in Fig 2B, the anti-FGFR2IIIb antibody inhibited the release of IL-13 in a dose-dependent manner. The 50% inhibitory concentration (IC_50_) of the antibody was 1.0 μg/ml. The anti-FGFR2IIIb antibodies significantly inhibited the expression of FGF7-stimulated transcripts of *Col2A1* and *Acan* in the entheseal histoculture at a maximum dose of 100 μg/ml (Fig 2C and D). Importantly, anti-FGFR2IIIb antibodies significantly inhibited the IL-17A–stimulated expression of *Col2A1* and *Acan* and the production of BMP2 in entheseal tissues at a dose of 100 μg/ml (Fig 2E–G). Surprisingly, the results of mRNA and protein quantification analyses showed a significant inhibition of FGF7 production by IL-17A stimulation at the maximum dose of the anti-FGFR2IIIb antibody (Fig 2H and I), indicating the presence of positive feedback regulation in FGF7 signaling, as described previously (Wearing & Sherratt, 2000). Collectively, these results indicate that IL-17A induced endochondral ossification via FGF7 production in entheseal tissues.

**Figure 2.**
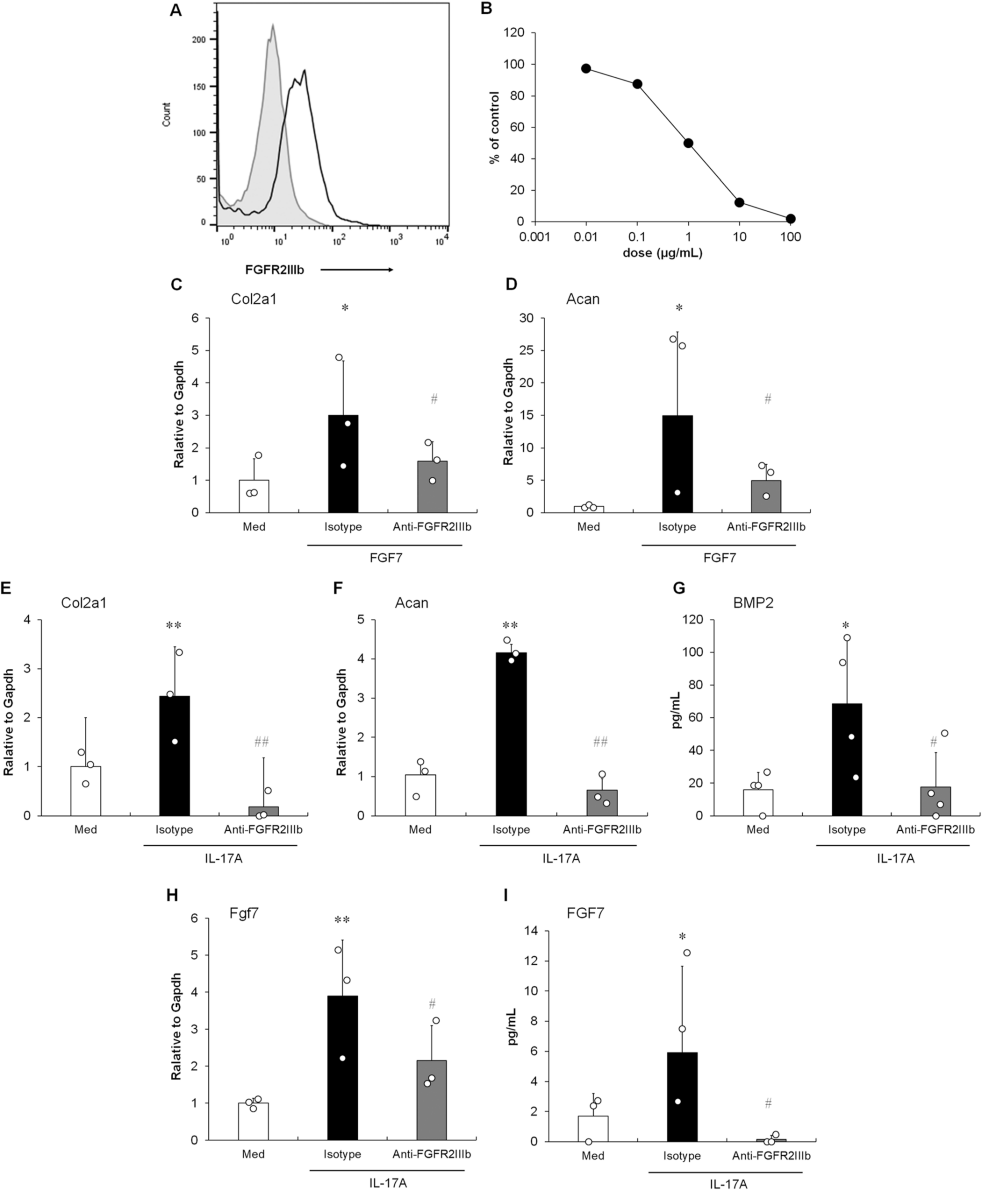
Anti-FGFR2IIIb antibody showed an antagonistic effect on endochondral ossification in the entheseal histoculture. **(A)** Surface expression of FGFR2IIIb on 3T3-L1 cells was analyzed by flow cytometer. The gray line indicates the histogram obtained with an isotype control. **(B)** Effect of the anti-FGFR2IIIb antibody on IL-13 production in FGF7-stimulated 3T3-L1 cells. The concentrations of IL-13 in the supernatant were determined by a multiplex assay. Results are shown as the % of FGF7 stimulation. IC_50_ was calculated in a sigmoid dose–response curve. **(C, D)** Effect of the anti-FGFR2IIIb antibody on the expressions of *Col2A1* (C) and *Acan* (D) mRNA by FGF7 stimulation. mRNA levels were determined using quantitative RT–PCR 3 h after FGF7 stimulation. **(E, F)** Effect of the anti-FGFR2IIIb antibody on the expressions of *Col2A1* (E) and *Acan* (F) mRNA by IL-17A stimulation. The mRNA levels were determined using quantitative RT–PCR 72 h after IL-17A stimulation. **(G)** Effect of the anti-FGFR2IIIb antibody on the BMP2 production by IL-17A stimulation in the histoculture. The protein level was determined using ELISA 72 h after IL-17A stimulation. **(H, I)** Levels of mRNA (H) and protein (I) of FGF7. The protein level of FGF7 in the supernatant of the entheseal histoculture was measured by ELISA. The data presented are relative mRNA levels normalized to *GAPDH*. **(C, D, E, F, G, H, I)** Results are shown as the mean ± SD with individual data. *P < 0.05; **P < 0.01 by a *t* test or an Aspin–Welch *t* test performed versus the non-stimulation group (Med). #*P* < 0.05; ##*P* < 0.01 by a *t* test or an Aspin–Welch *t* test performed versus the stimulation group (Isotype). Each dot represents one experiment with pooled entheses from three to four mice.

### Association between increased FGF7 and dermatitis and ankylosing arthropathy onsets in a PsA model

Aged male DBA/1J mice were used as a model of PsA (Lories et al, 2004). Male DBA/1J mice, when grouped after puberty, develop stress because of intermale aggressiveness and develop both psoriasis-like dermatitis and ankylosing enthesitis (Ebihara et al, 2015). This appears to resemble the “Koebner phenomenon” observed in human psoriasis, where environmental factors, such as physical traumatic injury or local stress, trigger disease onset (Stankler, 1969). Plasma FGF7 concentration was determined at 6, 18, 20, and 28 wk of age in male DBA/1J mice caged together; the points correspond to the young, subclinical, initial, and advanced stage of the observed dermatitis and arthropathy, respectively (Fig 3A). Furthermore, at 28 wk, the mice were divided into two groups according to their disease status: affected and unaffected. As shown in Fig 3A, FGF7 in the plasma increased with the development of dermatitis and ankylosing enthesitis. Importantly, no increase was observed in the unaffected group at 28 wk. FGF10, another FGFR2IIIb ligand, was not detected in plasma (data not shown).

**Figure 3.**
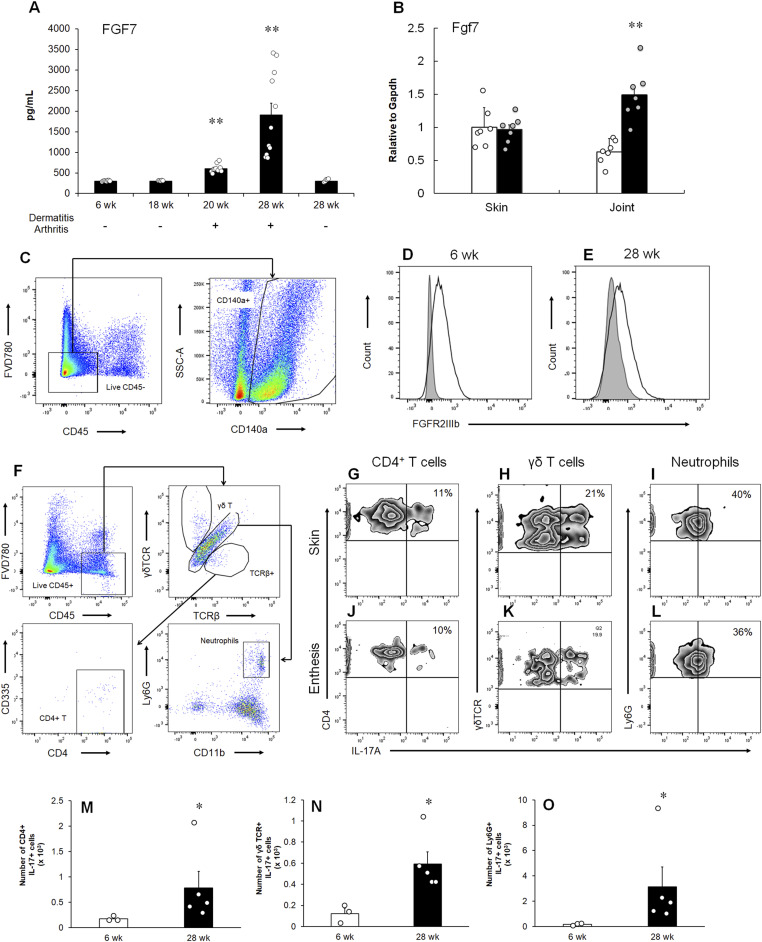
Association between FGF7 and FGFR2IIIb expressions with the onset of dermatitis and ankylosing enthesitis. **(A)** Plasma concentrations of FGF7 were determined by ELISA at the indicated ages (wk). **(B)** Expression of *FGF7* mRNA in both the skin and joints at the young (white column) and advanced stages (black column). The mRNA levels were determined using quantitative RT–PCR. n = 7 animals per group. **(C)** Gating strategy for analysis of FGFR2IIIb-expressing cells. **(D, E)** FGFR2IIIb expression of entheses cells of the young (D) and advanced stages (E). Gray lines indicate the histogram obtained with isotype controls. Data are representative of the stained entheseal cells of five mice. **(F)** Gating strategy for analysis of IL-17A–producing cells. **(G, H, I, J, K, L)** Intracellular IL-17A staining of skin (G, H, I) and entheseal (J, K, L) cells. **(G, H, I, J, K, L)** CD4^+^ T cells (G, J), γδ T cells (H, K), and neutrophils (I, L). **(M, N, O)** Number of infiltrating cells into enthesis at the young (white column) and advanced stages (black column). **(M, N, O)** CD4^+^ T cells (M), γδ T cells (N), and neutrophils (O). **(A, B, M, N, O)** Results are shown as the mean ± SEM with individual data. **(A)** **P < 0.01 by Dunnett’s test performed versus the young stage group (6 wk). n = 5–11 animals per group. **(B)** **P < 0.01 by an Aspin–Welch test performed versus the young stage group. n = 7 animals per group. **(M, N, O)** *P < 0.05 by an Aspin–Welch test performed versus the young stage group. n = 3–5 animals per group.

Next, we examined *FGF7* expression in both the skin and joints. As shown in Fig 3B, the expression was significantly elevated in the joints, in the advanced stage compared with that in the young stage. In addition, *FGF7* expression in the skin did not change in dermatitis, indicating constitutive *FGF7* expression (Fig 3B). In contrast, the expression of *FGF10* was not increased in either the skin or joints (data not shown).

### Local expressions of FGFR2 and IL-17A in the PsA model

To investigate the expression of FGFR2IIIb in the entheseal tissue of male DBA/1J mice, flow cytometry was used. The evaluation of FGFR2IIIb-positive cells in the entheses revealed that the FGFR2IIIb^+^ fraction comprised CD45^−^CD140a^+^ cells from both the young and advanced stages of ankylosing enthesitis (Fig 3C–E). CD140a is a marker of mesenchymal stromal/stem cells (MSCs), which are capable of osteogenic and chondrogenic differentiation (Baustian et al, 2015). Regarding other markers of MSCs, including CD44 and Sca-1 (Baustian et al, 2015), FGFR2IIIb was expressed in any subpopulation of CD140a^+^CD44^+^, CD140a^+^CD44^−^, CD140a^+^Sca-1^+^, and CD140a^+^Sca-1^−^ (Fig S1). Thus, FGFR2IIIb is constitutively expressed in the entheses of the PsA model. In addition, the expression of *FGFR1IIIb*, which is another receptor for FGF7, was not detected in the joints (data not shown).

**Figure S1.**
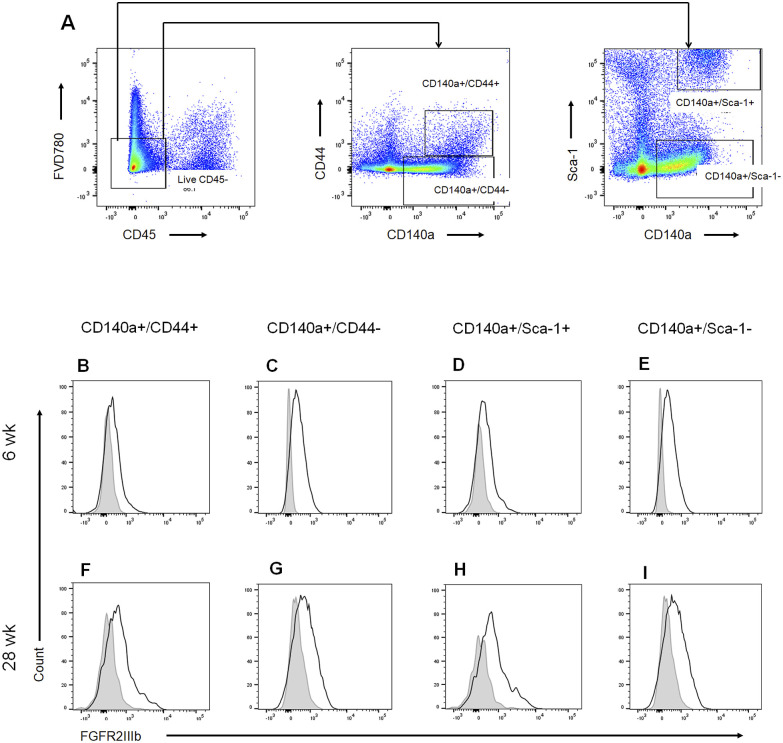
Entheseal FGFR2IIIb expression in the PsA model. **(A)** Gating strategy for analysis of FGFR2IIIb-expressing cells. Live CD45^−^ cells were gated on bivariant antigen plots (CD140a/CD44 or CD140a/Sca-1). **(B, C, D, E, F, G, H, I)** Representative data of the entheseal expression of FGFR2IIIb at the young (6 wk) (B, C, D, E) and advanced (28 wk) stages (F, G, H, I) of male DBA/1J mice. CD140a^+^CD44^+^ (B, F), CD140a^+^CD44^−^ (C, G), CD140a^+^Sca-1^+^ (D, H), and CD140a^+^Sca-1^−^ (E, I). Gray lines indicate the histogram obtained with isotype controls. Data are representative of stained entheseal cells from five mice.

Next, to identify the common cellular sources of IL-17A secretion in both the skin and entheses at the advanced stage, we performed intracellular IL-17A staining in combination with various cell surface markers using flow cytometry. The results demonstrated that IL-17A originated from CD4^+^ T cells (CD45^+^TCRβ^+^CD4^+^CD335^−^), γδ T cells (CD45^+^TCRβ^−^γδTCR^+^), and neutrophils (CD45^+^TCRβ^−^γδTCR^−^CD11b^+^Ly6G^+^) in both the skin and entheses (Fig 3F–L). Moreover, the numbers of the infiltrating IL-17–positive cells in the entheses were increased compared with young mice (Fig 3M–O).

### Amelioration of the development and progression of ankylosing enthesitis but not dermatitis by the treatment of anti-FGFR2IIIb antibodies in the PsA model

To investigate the contribution of FGF7 signaling to the development of dermatitis and ankylosing enthesitis, FGF7 signaling was blocked by the systemic administration of an anti-FGFR2IIIb antibody. For intervention studies, anti-FGFR2IIIb antibodies were administered weekly to mice from 20 wk onward, when disease onset and FGF7 increased in the plasma. Treatment with the anti-FGFR2IIIb antibody resulted in significant suppression of both the severity and incidence of ankylosing enthesitis (Fig 4A and B). In addition, microscopic examination at the experimental endpoint revealed remarkable suppression of ankylosing enthesitis with endochondral ossification (Fig 4C–E). In contrast, the administration of the anti-FGFR2IIIb antibody had no effect on either the clinical or pathological changes in dermatitis (Fig 4F–I). Taken together, our results indicate that FGF7 signaling plays a critical role in both the development and progression of ankylosing enthesitis related to psoriatic skin lesions.

**Figure 4.**
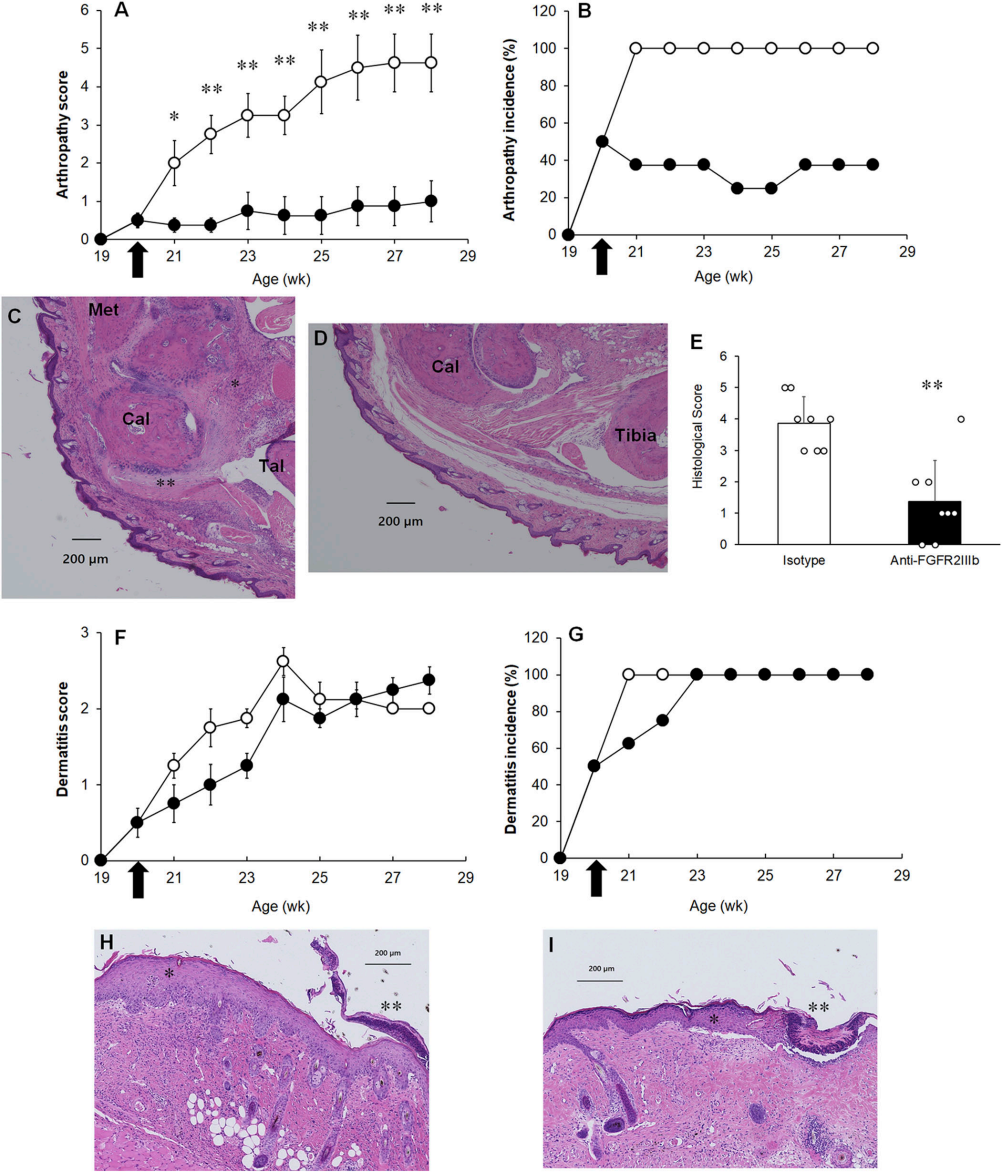
Effects of administration of the anti-FGFR2IIIb antibody on the progression of dermatitis and ankylosing enthesitis. **(A, B)** Clinical score (A) and incidence (B) of spontaneous arthropathy of two groups: isotype control antibody–treated (open circles) and anti-FGFR2IIIb antibody–treated (closed circles) groups. *P < 0.05; **P < 0.01 by the Mann–Whitney *U* test performed versus the isotype control antibody–treated group. **(B)** Incidence of arthropathy was 100% (8/8) in isotype control antibody–treated (open circles) and 37.5% (3/8) in anti-FGFR2IIIb antibody–treated (closed circles) groups at the experimental endpoint (28 wk). The *P*-value was calculated as 0.026 by Fisher’s exact test; the difference was considered significant. **(C, D, E)** Representative microphotograms of ankle joint obtained from isotype control antibody–treated (C) or anti-FGFR2IIIb antibody–treated (D) mice (H&E stain). Fibroblast-like cell differentiation with chondrocytic differentiation (asterisk) and ossification (double asterisk) is shown. Met, metatarsal bone; Cal, calcaneus; Tal, Talus bone. Scale bar, 200 μm. **(E)** Histological score of enthesitis between isotype control antibody–treated (white column) and anti-FGFR2IIIb antibody–treated (black column) mice at the experimental endpoint. Results are shown as the mean ± SEM with individual data. **P < 0.01 by the Mann–Whitney *U* test performed versus the isotype control antibody–treated group. **(F, G)** Clinical score (F) and incidence (G) of spontaneous dermatitis of two groups: isotype control antibody–treated (open circles) and anti-FGFR2IIIb antibody–treated (closed circles) groups. **(H, I)** Representative microphotograms of tail base skin obtained isotype control antibody–treated (H) or anti-FGFR2IIIb antibody–treated (I) mice (H&E stain). In (H, I), acanthosis with hyperkeratosis (asterisk) and crust formation (double asterisk) is shown. Scale bar, 200 μm. **(A, F)** Results are shown as the mean ± SEM. n = 8 animals per group. **(A, B, F, G)** Antibodies were administrated weekly at a dose of 200 μg/mouse beginning from 20 wk (arrows) to 1 wk before the experimental endpoint (27 wk).

To monitor the plasma concentration of the anti-FGFR2IIIb antibody, blood was collected from these mice 1 wk after the final treatment with the antibody (at the experimental endpoint). The mean trough concentration in the anti-FGFR2IIIb antibody–treated group was 62.8 μg/ml. FGF7-stimulated IL-13 production in 3T3-L1 cells was almost completely inhibited by this concentration, as calculated from the fitted sigmoid concentration–response curve (Fig 2B). These results indicate that the doses used in the PsA model were sufficient to show the therapeutic efficacy in ankylosing enthesitis.

### Effect of anti-FGFR2IIIb antibody treatment on pathologic responses in the PsA model

To explore the systemic effects of the anti-FGFR2IIIb antibody, plasma cytokines up-regulated with the development of dermatitis and ankylosing enthesitis were examined. Although both IL-17A and IL-17F, which belong to the IL-17 cytokine family, increased with the development of dermatitis and ankylosing enthesitis, anti-FGFR2IIIb treatment had no effect on cytokine production (Fig 5A and B). In contrast, antibody administration significantly decreased IL-6 levels in the plasma (Fig 5C). Taken together, these results indicate that IL-17A and IL-17F are upstream of FGF7 signaling and that IL-6 is downstream of the signaling pathway. As shown in Fig 5D, anti-FGFR2IIIb treatment also inhibited the systemic production of FGF7 in the PsA model and in entheseal histoculture (Fig 2H and I).

**Figure 5.**
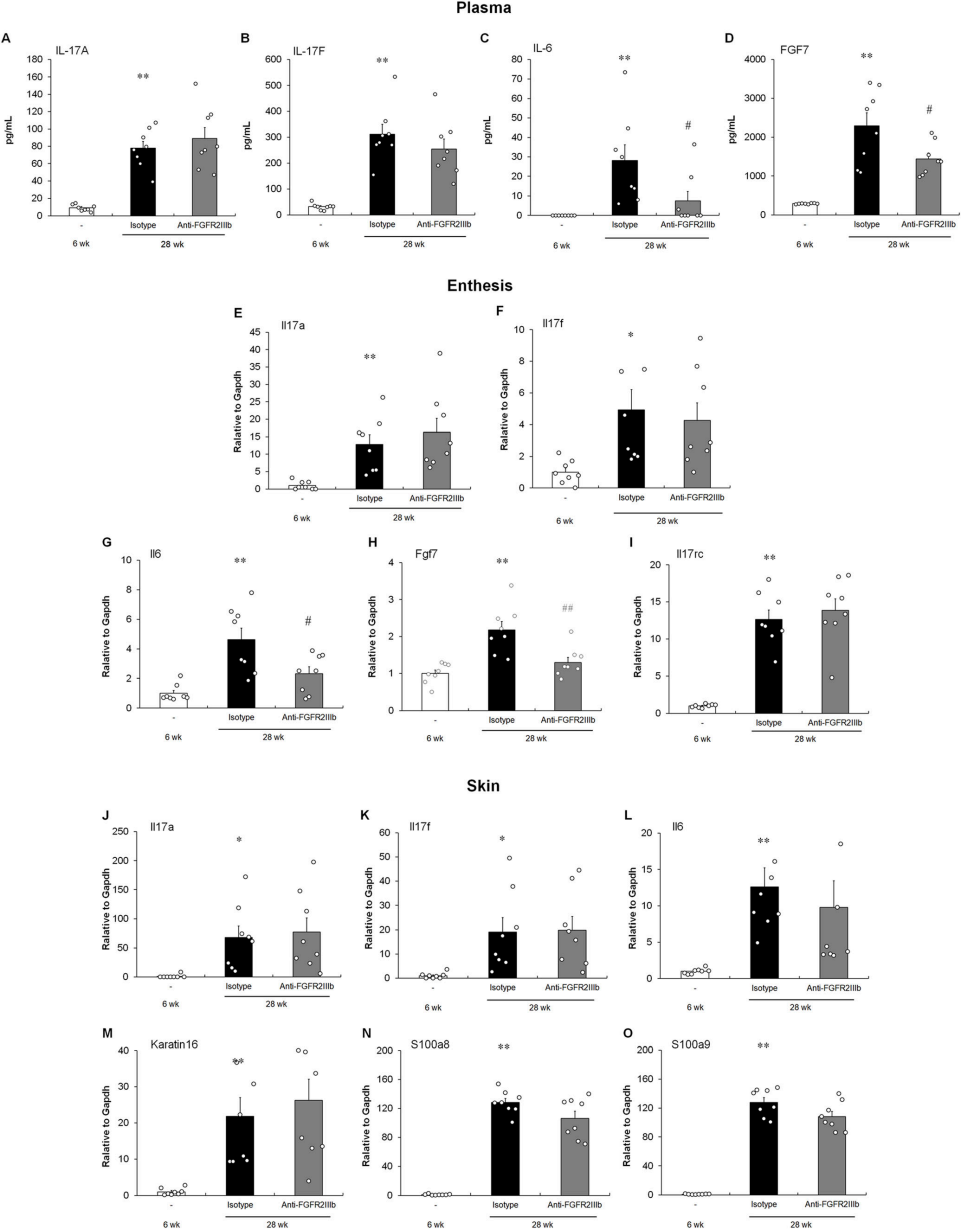
Effect of administration of the anti-FGFR2IIIb antibody on inflammation responses in the PsA model. **(A, B, C, D)** ELISA kits were used to measure IL-17A (A), IL-17F (B), IL-6 (C), and FGF7 (D) in the plasma at the experimental endpoint. **(E, F, G, I)** Quantitative RT–PCR was used to measure *IL-17A* (E), *IL-17F* (F), *IL-6* (G), *FGF7* (H), and *IL-17RC* (I) in the ankle joint at the experimental endpoint. **(J, K, L, M, N, O)** Quantitative RT–PCR was used to measure *IL-17A* (J), *IL-17F* (K), *IL-6* (L), *Keratin 16* (M), *S100A8* (N), and *S100A9* (O) in the skin of the tail base at the experimental endpoint. Results are shown as the mean ± SEM with individual data. *P < 0.05; **P < 0.01 by a *t* test or an Aspin–Welch *t* test performed versus the young group (6 wk). #*P* < 0.05; ##*P* < 0.01 by a *t* test or an Aspin–Welch *t* test performed versus the isotype control antibody (Isotype). n = 8 animals per group.

To examine the local effects of the anti-FGFR2IIIb antibody, cytokine-related transcript levels in both joints and skin were analyzed. Both *IL-17A* and *IL-17F* transcripts in the joint were up-regulated during ankylosing enthesitis development; however, anti-FGFR2IIIb treatment had no effect (Fig 5E and F). Moreover, the expression of *IL-6* and *FGF7* transcripts increased with ankylosing enthesitis, and anti-FGFR2IIIb antibodies inhibited the expression of these molecules (Fig 5G and H), as well as the results of plasma concentrations (Fig 5C and D). In addition, as shown in Fig 5I, the expression of *IL-17RC* also increased in the joints with pathological changes, suggesting that the up-regulation may be dependent on IL-17F stimulation, considering the results of the entheseal histoculture assay (Fig 1I). Taken together, these results indicate that cytokine expression in the joints was similar to systemic release. Meanwhile, as shown in Fig 5J and K, both *IL-17A* and *IL-17F* expression in the skin also increased with dermatitis, and the treatment with anti-FGFR2IIIb antibodies did not change. Unlike in whole blood (Fig 5C) and joints (Fig 5G), anti-FGFR2IIIb administration did not decrease the expression of the inflammatory cytokine *IL-6* in the skin (Fig 5L). In addition, the expression of psoriasis-related inflammatory response markers, including *Keratin 16*, *S100A8*, and *S100A9* (Ebihara et al, 2015), was not reduced by anti-FGFR2IIIb treatment (Fig 5M–O). It has been suggested that FGFR2IIIb blockage does not influence the inflammatory functions of keratinocytes. Collectively, our results indicated that the development of dermatitis in this PsA model was independent of FGF7 signaling.

## Discussion

Several studies have indicated that IL-17A mediates bone destruction by up-regulating the receptor activator of nuclear factor-κB ligand (RANKL) and the induction of osteoclastogenesis (Sato et al, 2006; Adamopoulos et al, 2010). On the contrary, it has also been indicated that IL-17A plays a pivotal role in osteogenesis. Several studies have demonstrated that IL-17A induces osteoblast differentiation of human MSCs (Osta et al, 2014; Croes et al, 2016). However, an inhibitory effect of IL-17A on the differentiation of human MSCs into osteoblasts has also been reported (Wang et al, 2017). Therefore, the role of IL-17A in bone metabolism remains controversial.

The present study showed that IL-17A induced endochondral ossification in mouse organ cultures using entheseal tissues (Fig 1 and Table 1). The expression of *Col2A1* and *Acan* is up-regulated in the proliferation and differentiation of chondrocytes during the formation of the extracellular matrix as the initial phase of endochondral ossification (Clancy et al, 2003; Staines et al, 2013), leading to joint ankylosis (Lories & Haroon, 2017). The expression of *Col2A1* has been shown to increase significantly in the synovium of patients with PsA (Belasco et al, 2015). 

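On the arrays, Col2a1 and Acan were each measured by 1 probe. The Col2a1 probe, listed under NM_031163, had a log2 signal of 13.55 ± 0.033 (SD, n = 3) in the non-stimulated cultures and 11.98 ± 0.83 (SD, n = 3) in the cultures stimulated with IL-17A for 72 h. Its log2 fold change was -1.57 (standard error 0.43, unadjusted p = 0.0111 and adjusted p = 0.173 from limma), and every stimulated array lay below every non-stimulated array (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The probe was well above background on all 6 arrays, at the 95.0th percentile of the non-stimulated signal. With 1 array left out at a time, the log2 fold change lay between -1.94 and -1.12. The Acan probe, listed under NM_007424, was dim, at the 20.6th percentile, and well above background on the 3 non-stimulated and on 2 of 3 stimulated arrays. Its log2 signal was 4.93 ± 1.25 (SD, n = 3) without and 4.95 ± 0.35 (SD, n = 3) with IL-17A, a log2 fold change of 0.018 (standard error 0.64, adjusted p = 0.9895 from limma) that lies within the spread between the cultures. Its sign changed with the normexp background correction (-0.0315), without non-stimulated replicate 1 (-0.44) or 2 (-0.24), without IL-17A-stimulated replicate 1 (-0.16) and with the row of the slide as a covariate. In the last case the log2 fold change of -1.41 passed the authors' criteria for a decrease (unadjusted p = 0.0158 and adjusted p = 0.405 from limma, range of the adjusted p over all alternatives 0.397 to 0.993), in a fit where non-stimulated replicate 3 alone stands for its group in the second row of the slide. The direction of Acan is therefore left open.

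**Figure D2:**
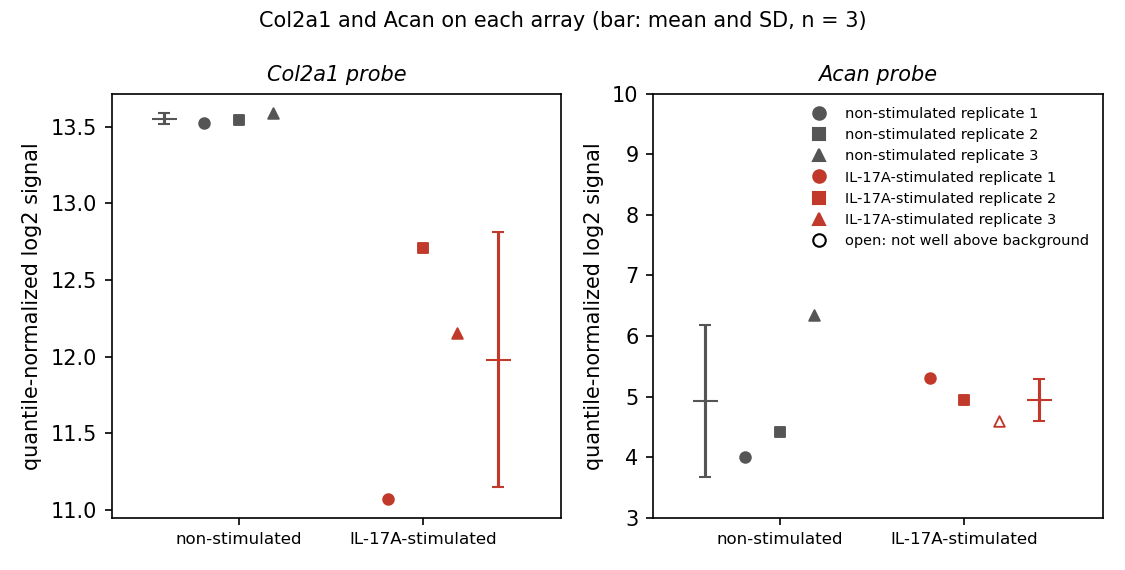
Quantile-normalized log2 signal of the Col2a1 probe (left) and the Acan probe (right) on each array, with the mean and SD of each group (n = 3). The 3 stimulated arrays lie below the non-stimulated arrays for Col2a1, while for Acan the groups overlap, and an open symbol is a spot not well above background.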

Although quantitative RT–PCR assays showed the augmentation of *Col2A1* and *Acan* expression in the histoculture under IL-17A stimulation (Fig 1A and B), up-regulation was not detected in the microarray, considering the differences caused by the limited sensitivity of gene arrays. In addition, BMP2 was released by IL-17A stimulation of the supernatant of the tissue culture (Fig 1C). BMP2, which is mainly produced by chondrocytes, plays a critical role in bone formation in an autocrine/paracrine manner (Clancy et al, 2003). BMP2 has been detected in synovial tissues of patients with SpA (Lories et al, 2003). Importantly, the inhibitory effect of the anti-FGFR2IIIb antibody in the histoculture showed that IL-17A–induced endochondral ossification was followed by the production of FGF7 in the enthesis (Fig 2E–G). The cellular source of FGF7 in enthesis may be MSCs or chondrocytes/perichondrial cells, as described previously (Zhang et al, 2023). Taken together, our results indicate a novel function for IL-17A in bone formation, such as the induction of endochondral ossification.

Among several models developed for both dermatitis and ankylosing enthesitis (Mandour et al, 2021), we selected male DBA/1J mice caged together, in which the symptoms were dependent on IL-17A (Ebihara et al, 2015) and human PsA (McInnes et al, 2015; Mease et al, 2017). The present study provides evidence of the role of FGF7 in the development of ankylosing enthesitis. The expression of FGF7 was up-regulated in the joints with the development of enthesitis (Fig 3B). In contrast, the expression of FGFR2IIIb was constitutive (Fig 3D and E). Ankylosing enthesitis was strongly inhibited by treatment with the anti-FGFR2IIIb antibody (Fig 4A–E). Dermatitis was not suppressed by the same treatment in the PsA model (Fig 4F–I). Unlike in the skin, production of both IL-6 and FGF7 in the joints was inhibited by anti-FGFR2IIIb antibody administration (Fig 5G and H), as well as in whole blood (Fig 5C and D), suggesting that the antibody showed an antagonistic effect at the joint and that the cytokines leaked from the joint into whole blood. FGF7 was not up-regulated in the whole blood at the subclinical stage (Fig 3A), when IL-17A production was increased (data not shown), as in our previous report (Ebihara et al, 2015). Thus, IL-17A release in whole blood is followed by FGF7 production and disease onset. The infiltration of IL-17A–positive CD4^+^ T cells, γδ T cells, and neutrophils was observed in the skin at the experimental endpoint (Fig 3G–I) and in human psoriasis (Kryczek et al, 2008; Cai et al, 2011; Dyring-Andersen et al, 2017), suggesting a critical role of the damaged skin–derived immune cells in systemic IL-17A production. Furthermore, because the infiltration of these cells was also observed in the joints and in human SpA and PsA (Leipe et al, 2010; Appel et al, 2011; Guggino et al, 2016), the up-regulation of IL-17A transcripts (Fig 5E) is thought to be detected in infiltrating CD4^+^ T cells, γδ T cells, and/or neutrophils (Fig 3J–L). The mechanisms of migration of skin-derived IL-17A–positive cells need to be further investigated. In addition, it will also be important to determine whether IL-17A produced from tissue sources other than the skin contributes to the pathological connection between the skin and joints. IL-17A–producing γδ T cells (CD3^+^CD4^−^CD8^−^γδTCR^+^) have been reported to be enthesis-resident in IL-23 minicircle–induced SpA models (Reinhardt et al, 2016). Nevertheless, our present findings suggest that IL-17A is produced in cutaneous inflammation caused by the aggressive behavior of male DBA/1J mice caged together, resulting in stimulation of the enthesis, subsequently resulting in elevated local levels of FGF7, and the induction of both further inflammation and endochondral ossification via FGF7 signaling. Physical trauma, termed the deep Koebner phenomenon, is a potential trigger for PsA (McGonagle et al, 2011). Thus, the expression of FGF7 at enthesis might also be up-regulated not only by skin inflammation, but also by trauma in human PsA. In a previous study, we defined the FGFR2 coding locus as an ankylosis susceptibility locus in (MRL/rpl × C3H/lpr) F1 mice, which develop spontaneous ankylosing arthropathy, as well as DBA/1J mice (Mori et al, 2006). Other findings also suggested that IL-17F, which is up-regulated in both the skin and synovium of patients with PsA (Sánchez-Rodríguez & Puig, 2023), has been produced by both dermatitis and ankylosing enthesitis and has augmented IL-17A and/or IL-17F signaling through the increase of IL-17RC expression in the enthesis (Figs 1I and 5I).

Although recent studies on the pathology of PsA have revealed its association with psoriasis, several questions regarding the mechanisms underlying the direct link between psoriatic skin and joint inflammation remain to be answered (Belasco et al, 2015; Winthrop et al, 2019). One unresolved question is whether skin inflammation triggers the development of musculoskeletal features. Another is the role of IL-17A in bone erosion and formation. The present findings suggest a pathological connection between the skin and joints in patients with PsA. FGF7, which has been produced in the enthesis by systemic circulating damaged skin–derived IL-17A stimulation, plays a critical role in endochondral ossification and ankylosis. Therefore, it has been suggested that the anti-IL-17A antibody is effective against PsA, causing osteogenesis of the joint (McInnes et al, 2015; Mease et al, 2017), but not rheumatoid arthritis caused by bone and cartilage destruction (Genovese et al, 2013).

Our findings further indicated that anti-FGFR2IIIb is a promising therapy for joint lesions in PsA. The FGFR2IIIb-blocking antibody bemarituzumab (formerly FPA144; Five Prime Therapeutics) is currently undergoing phase II clinical trials against gastric cancer (FIGHT study) (NCT03694522) and is expected to be a therapeutic agent for PsA. In summary, we propose FGF7 as an essential mediator for the development of ankylosing arthropathy related to psoriatic skin lesions in the pathological connection in a mouse PsA model and provide novel insight into the therapeutic approach of human PsA.

## Materials and Methods

### Mice

Male C57BL/6J (B6J) and DBA/1J mice were purchased from the Jackson Laboratory Japan and maintained under specific pathogen-free conditions at the Animal Research Institute of Tohoku University Graduate School of Medicine, Sendai, Japan. All experiments performed in this study conformed to the ethical guidelines of the Tohoku University for animal experimentation.

### Cell culture

The murine 3T3-L1 preadipocyte cell line was obtained from the Japan Health Sciences Foundation and maintained in a growth medium consisting of DMEM and 10% FBS in a humidified atmosphere containing 5% CO_2_ at 37°C.

### Cellular treatments

Allophycocyanin (APC)-conjugated anti-rat IgG (R&D Systems) was used to stain rat anti-FGFR2IIIb antibody (clone 133730; R&D Systems). Rat IgG2a (clone 2A3; Bio X Cell) was used as the isotype control. Cell surface staining of 3T3-L1 cells was performed according to standard techniques. Flow cytometry was performed using a FACSCalibur flow cytometer (BD Biosciences) and analyzed using FlowJo software (BD Biosciences).

3T3-L1 cells were seeded in 96-well plates at a density of 1 × 10^4^ cells/well. Cells were starved for 24 h and then treated with 30 ng/ml FGF7 (R&D Systems). To examine the antagonistic effect of the anti-FGFR2IIIb antibody on FGF7-induced IL-13 production, the antibody was added 1 h before the addition of FGF7 (R&D Systems). Cells were cultured for 24 h, and the supernatant was collected and stored at −80°C until assayed. IL-13 was detected using MILLIPLEX MAP Kit according to the manufacturer’s instructions (Merck Millipore).

### Entheseal histoculture

Entheseal tissues were cultured as previously described (Sherlock et al, 2012) with some modifications. In brief, to obtain entheseal tissues, male B6J mice (25 wk) were euthanized under anesthesia, their hind paw skins were removed, and the Achilles tendon and plantar fascia were traced to the point of insertion (four tissues per mouse). The tissue (3 mm) was obtained by cutting the tendon insertion at the surface of the bone under sterile conditions. Tissue fragments were plated in a 96-well plate in RPMI 1640 supplemented with 10% FBS, penicillin (100 units/ml), and streptomycin (100 U/ml). The organs were cultured with IL-17A (10 ng/ml; R&D Systems), IL-17F (10 ng/ml; R&D Systems), or FGF7 (10 ng/ml). In experiments examining the inhibitory effect of the anti-FGFR2IIIb antibody on the IL-17A–induced expression of *Col2A1* or *Acan*, production of BMP2 and FGF7, FGF7-induced expression of *Col2A1* or *Acan*, and production of FGF7, the antibody was added 1 h before the addition of IL-17A or FGF7. Rat IgG2a was used as the isotype control. Entheseal tissues were cultured for 24 h (FGF7 simulation) or 72 h (IL-17A stimulation), and the supernatants were collected and stored at −80°C until they were assayed. The amounts of FGF7 (Wuhan Huamei Biotech) and BMP2 (R&D Systems) were determined using an ELISA kit. For RNA analysis, entheseal tissues were cultured for 3 h (FGF7 simulation) or 72 h (IL-17A or IL-17F stimulation).

### RNA isolation

Total RNA was isolated from the entheseal tissue culture samples using RNeasy Plus Universal Mini Kit (QIAGEN) according to the manufacturer’s instructions. RNA samples were quantified using an ND-1000 spectrophotometer (NanoDrop Technologies), and the quality was checked using Agilent 2200 Tape Station.

### Gene expression microarray and data analysis

The cRNA was amplified and labeled using Low Input Quick Amp Labeling Kit (Agilent Technologies) and hybridized using SurePrint G3 Mouse Gene Expression Microarray 8 × 60 K v2 (Agilent Technologies). All hybridized microarray slides were scanned using an Agilent scanner. Relative hybridization intensities and background hybridization values were calculated using Agilent Feature Extraction Software (9.5.1.1). The raw signal intensities and flags for each probe were calculated from hybridization intensities and spot information, according to the procedures recommended by Agilent Technologies, using the Flag criteria in GeneSpring software. The raw signal intensities of triplicate samples were normalized by quantile algorithm using the “preprocessCore” library package on Bioconductor software. Probes that call the “P” flag in at least one sample were selected, excluding lincRNA probes. We then applied the Linear Models for Microarray Analysis (limma) package of Bioconductor software for expression analysis between the controls (no stimulation) and experimental samples (IL-17A stimulation) and obtained *P*-values and fold changes for each gene. The criteria for the regulated genes were as follows: *P* < 0.05, ratio > 1.8 (up-regulated genes), and *P* < 0.05, ratio < 0.56 (down-regulated genes). 

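The criteria for a decrease were met by 2782 probes of 2292 genes, so 36.9% of all probes past the criteria had risen. For 946 of the probes that fell, no IL-17A-stimulated array was well above background. Scaled to the 75th percentile of each array, 2149 probes fell and 53.4% of those past the criteria had risen. Over all probes, which direction was more frequent thus depended on the scaling. Among the probes above the median signal more fell than rose under both scalings (984 and 695, then 966 and 721). That excess was gone once each array's trend with the base composition of the probes was removed (790 and 840). The brighter of the probes of Rspo2, which encodes the Wnt agonist R-spondin 2, was among the 6 decreases with an adjusted p under 0.05 (adjusted p = 0.0018 from limma). It was well above background on the 3 non-stimulated arrays and on 0 stimulated arrays, and was at least 9.14-fold lower (3.59-fold with normexp). Comp, which encodes cartilage oligomeric matrix protein, was bright on all 6 arrays and had a log2 fold change of -3.37 (standard error 0.37, adjusted p = 0.0685 from limma). When each array was left out in turn, between 1900 and 3738 probes met the criteria for a decrease.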

Microarray data analysis was supported by Cell Innovator. Our data were deposited in the Gene Expression Omnibus database (accession number GSE234831).

### Real-time PCR

Quantitative reverse transcription (RT)–PCR was performed using the RNA-to-CT 1-step kit (Thermo Fisher Scientific) and QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific). The primers (*Col2A1*: Mm01309565_m1, *Col4A1*: Mm01210125_m1, *FGF7*: Mm00433291_m1, *Acan*: Mm00545794_m1, *FGF10*: Mm00433275_m1, *IL-17RA*: Mm00434214_m1, *IL-17RC*: Mm00506606_m1, *IL-17A*: Mm00439618_m, *IL-17F*: Mm00521423_m1, *IL-6*: Mm00446190_m1, *Keratin 16*: Mm01306670_g1, *S100A8*: Mm00496696_m1, *S100A9*: Mm00656925_m1, *FGFR1IIIb*: Mm01215492_m1, and *GAPDH*: Mm99999915_g1) were from Thermo Fisher Scientific. The threshold cycle (Ct) generated by the quantitative RT–PCR system was used, and the mRNA expression levels were normalized to the level of *GAPDH* expression according to the 2^−ΔCt^ method.

### Preparation of cells in both entheses and skins, and stimulation

Entheseal tissues and tail base skins were digested for 1 h in RPMI containing 10% FCS, 0.33 mg/ml Liberase TL (Sigma-Aldrich), and 0.5 mg/ml DNase (Sigma-Aldrich). Digestion was stopped by adding 0.01 M EDTA. The cells were stimulated with PMA (Sigma-Aldrich) and ionomycin (Sigma-Aldrich) for 4 h in the presence of brefeldin A (Thermo Fisher Scientific).

### Flow cytometric analysis

Biotinylation of the anti-FGFR2IIIb antibody was performed using the Biotin-XX Microscale Protein Labeling kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The antibodies against CD45, CD45RA (B220), CD8b, and CD44 were purchased from BD Biosciences. Antibodies against CD11b, CD4, Ly6G, TCRγδ, TCRβ, CD11c, CD335 (NKp46), Sca-1, and CD140a were purchased from BioLegend. Antibodies against IL-17A were purchased from Thermo Fisher Scientific. Streptavidin (BioLegend) was used to stain the biotin-labeled antibody. Cell surface staining was performed according to standard techniques after treatment with an anti-CD16/32 antibody (BD Biosciences) to block FcγR binding. Dead cells were excluded using Fixable Viability Dye eFluor 780 (FVD780; Thermo Fisher Scientific). For intracellular staining, cells were first stained with different cell surface antibodies, fixed, permeabilized, and intracellularly stained for IL-17A. Gating strategies were set with reference to the isotype or fluorescence minus one control. Flow cytometry was performed using a BD LSRFortessa X-20 flow cytometer (BD Biosciences) and analyzed using FlowJo software, version 10.8.0 (BD Biosciences).

### Determination of the effect of the anti-FGFR2IIIb antibody on the spontaneous PsA model

Male DBA/1J mice from different litters were mixed and caged in groups of eight mice at 20 wk after the onset of both arthropathy and dermatitis, based on plasma FGF7 levels. Mice were treated with 200 μg of the anti-FGFR2IIIb antibody or rat IgG2a by intraperitoneal injection once a week for 8 wk, until 1 wk before the experimental endpoint, as described previously (Ebihara et al, 2015). After euthanizing the mice under anesthesia at the experimental endpoint (28 wk), hind paws and skins at the tail base were removed and frozen for RNA extraction or fixed for histological analysis. Plasma samples were stored at −80°C until they were assayed. ELISA kits were used to measure IL-17A (R&D Systems), IL-17F (R&D Systems), IL-6 (R&D Systems), FGF10 (Wuhan Huamei Biotech), and FGF7 levels in the plasma. RNA isolation from the paws or skin and quantitative RT–PCR were performed as already described.

### Pathological evaluation of both arthropathy and dermatitis

Mice were scored weekly for clinical signs of arthropathy as follows: 0 (no symptoms), 1 (redness and swelling in one toe), 2 (redness and swelling in more than one toe), 3 (toe stiffness), and 4 (deformity or ankle involvement), as previously described (Lories et al, 2005). Both hind paws were evaluated, which resulted in a maximum score of eight. The severity of dermatitis at the tail base was scored weekly as hair loss and crust formation according to the following grading convention: 0 (none), 1 (slight), 2 (moderate), 3 (severe), and 4 (very severe). For microscopic examination, after killing the mice under anesthesia, the hind paws and skin at the tail base were removed, fixed in 10% formalin in PBS (pH 7.2), and embedded either directly in paraffin wax or after decalcification (bone) in 5% formic acid containing 5% formalin. Tissue sections were stained with hematoxylin and eosin. The preparation of tissue specimens for pathological evaluation was supported by the Pathology Platform of the Tohoku University. The hind paw ankles were scored according to the histological criteria as follows: 0 (normal ankle), 1 (acute inflammation), 2 (slight heterotopic proliferation of cartilage or fibrocartilage tissue), 3 (severe heterotopic proliferation of cartilage or fibrocartilage tissue), and 4 (bone formation and ankylosis). The scoring systems of the clinical features of the disease and histology were determined by an investigator blinded to the treatment.

### Measurement of anti-FGFR2IIIb antibody levels in the plasma

The anti-FGFR2IIIb antibody in the plasma was detected using ELISA. Briefly, diluted plasma samples and standards were added to wells pre-coated with recombinant mouse FGFR2 (Fc Tag) (Sino Biological) and incubated at room temperature for 2 h. After washing with PBS/Tween-20, diluted HRP-conjugated anti-rat IgG (Thermo Fisher Scientific) was added to each well and incubated for 2 h. After washing, the TMB substrate was added to each well and incubated in the dark. The stop solution was added to each well, and the absorbance was measured at 450 nm.

### Statistical analyses

The significance of the average differences between the two groups was evaluated using the F test followed by a *t* test or an Aspin–Welch *t* test. The significance of average differences among multiple groups was evaluated using Dunnett’s test. Differences in disease severity were evaluated using the Mann–Whitney *U* test. Fisher’s exact test was used for incidence. *P* < 0.05 was considered significant. We performed statistical analysis using StatLight version 6.31 or Pharmaco Basic version 17.

## Supplementary Material

Reviewer comments

## Data Availability

The microarray data were deposited in Gene Expression Omnibus [GEO: GSE234831]. All data that support the findings of this study are available from the corresponding author on reasonable request. On request, the corresponding author will provide the data that support the findings of this study.

How the deposited data were processed for this re-analysis (not part of the article)

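Gene expression was measured in mouse entheseal histocultures kept for 72 h without stimulation or with 10 ng/ml IL-17A, with 3 cultures per group and 1 array per culture. The authors hybridized each RNA to a single-colour Agilent mouse array and deposited, for every array, the intensity of each spot as Agilent Feature Extraction gave it, together with marks for spots that were dim, saturated or outlying. The deposited signal intensity is background-subtracted and detrended within each array and is not normalized between arrays. The headers of these files name Feature Extraction 10.7.1.1, while the methods name 9.5.1.1. The authors also deposited a table of quantile-normalized intensities of the same arrays on a linear scale. On the log2 scale, the values computed here differ from those of that deposited table by a median of at most 0.0015 on any array.

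The paper's methods were followed as the main setting. Signal intensities were quantile-normalized over the 6 arrays in R 4.3.3 with limma 3.58.1, put on the log2 scale, and averaged over the spots of a probe (300 probes have 10 spots each). Spots marked as non-uniform or as population outliers were left out on the array concerned after the normalization, which applied to between 41 and 164 probes per array. Of 56605 probes, 4460 lincRNA probes were left out, and probes were kept when they were positive and significant, well above background and no outlier on at least 1 array, which is how the P flag of the methods was read. This left 38436 probes with 24560 gene names. The 2 groups were compared with limma's linear model and empirical Bayes moderation over all 6 arrays, without covariates, since the methods name none. Probes were counted at the authors' criteria, an unadjusted p under 0.05 with a ratio over 1.8 or under 0.56, and also at a Benjamini-Hochberg adjusted p under 0.05. All adjusted p-values of single probes in the text come from limma, and all tests are two-sided.

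Table 1 genes were taken at the probe that carries the accession of the table, and at the brightest such probe where there were several. Other genes were taken at the brightest probe kept, except the probes with the largest changes, which are named as they are. Apart from Cnfn and the neutrophil list, genes were named by a rule fixed before the data were examined. The rule took the genes of Table 1, every gene that the paper names and the members of the gene lists. It also took the 10 largest increases and 10 largest decreases among probes whose groups do not overlap. These had to be well above background on every array of the higher group. The adjusted p was too rarely under 0.05 to fill that last group, so the unadjusted p was used for it. Where a probe was not well above background on any array of a group, only a lower bound is given. The bound sets the mean of the brighter group against the mean of the dimmer group, in which each array takes the higher of its lowest signal among probes well above background and the probe's own signal. Gene lists (FGF, BMP and Wnt families, cartilage and endochondral ossification, IL-17A targets) were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation, adjusted over the 5 lists. A further 9 lists of marker genes (skeletal muscle, adipocyte, keratinocyte, red cell, myeloid, endothelial, tenocyte, osteoblast and neutrophil) were summarised by their medians. The neutrophil list was written after some of the values had been seen, the others before the data were examined.

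Alternatives set before the data were examined were the 75th percentile of each array in place of quantile normalization, normexp background correction with an offset of 50, quantile normalization of log2 values, the authors' deposited normalized intensities, a stricter and no detection filter, outlying spots kept, an intensity trend in the moderation, the replicate number as a block, the row of the array on the slide as a covariate, the mean of all probes of a gene, and leaving out each array in turn. The removal of each array's trend with the base composition of the probes, the removal of probes with a dinucleotide repeated at least 5 times, and the choice of the probe closest to Table 1 were added after the data had been seen. The number of arrays limits the precision, and 3 arrays against 3 cannot give an exact p under 0.1.

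All 6 arrays are on 1 slide, so the slide could not act as a batch. Non-stimulated replicates 1 and 2 lie in the first row of the slide and the other 4 arrays in the second. Scan 1 covers every array but non-stimulated replicate 3, so that a fit with the scan as a block is the same as leaving that array out. The fits were tested on simulated normalized values with the spread of the real probes, in which 200 of 38436 probes were changed by a log2 value of 2. Of these, 179 were recovered at the authors' criteria and 72 at the adjusted p, while 1093 unchanged probes passed the authors' criteria and 7 the adjusted p. The values were drawn independently for each probe, with 1 spread for both groups. Normalization, background and outlier marks were not part of this test, and differences shared between probes were absent. The counts may therefore not hold for the real arrays. Figures were drawn with matplotlib 3.10.9. RT–PCR, ELISA, flow cytometry and the animal experiments of the paper were not analysed here.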

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

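Of the tests in this part, those on the direction of the changes, on simple repeats and on macrophage, skin and fat transcripts, Krt23 included, were chosen after the results had been seen.

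The paper reports genes that rose. The arrays also hold 2782 probes that fell at the same criteria, more than the 1626 that rose. With each array scaled to its 75th percentile, 53.4% of the probes past the criteria had risen, so the excess of decreases over all probes may come from the normalization between the arrays. Less signal over background on the stimulated arrays could also lower dim probes. Among the probes above the median signal 984 fell and 695 rose. There the excess stayed with the scaling to the 75th percentile (966 and 721) and was gone once the base composition trend had been removed (790 and 840), so this test does not decide and the explanation stays open. A response to IL-17A stays open for single probes.

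Il6, which the paper measured in plasma, joints and skin but does not report from these arrays, rose by a log2 fold change of 5.00 (adjusted p = 0.0685 from limma, higher on 3 of 3 stimulated arrays). A second probe of the gene gave 5.17, and both were well above background on all 6 arrays. Over the alternatives the value lay between 4.60 and 5.80, so neither the scalings run nor any single array accounts for it. A response of the cultures to IL-17A is a candidate explanation, as Il6 was on the list of IL-17A targets written before the data were examined. Of the 24 genes of that list, however, 7 rose and 2 fell at the authors' criteria. The chemokine gene Ccl20 headed the 10 largest decreases among probes whose groups do not overlap, at least 37.8-fold lower (adjusted p = 0.0685 from limma). It was well above background on the 3 non-stimulated arrays and on 0 stimulated arrays. A rise of Il6 alone therefore does not show such a response.

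Probes that contain a run of the dinucleotide CA (at least 5 in a row) rose together. The 91 such probes of genes outside Table 1 had a median log2 fold change of 1.55, with 83 higher and 8 lower, and 32 past the authors' criteria for an increase against 0 for a decrease. Their median was 1.22, 0.51 and 3.02 above the non-stimulated mean on stimulated replicates 1, 2 and 3, and 72 of the 91 had the replicates in this order, from replicate 3 through replicate 1 to replicate 2. The 155 probes with a run of GT, the complementary repeat, had a median of -1.31. Runs of GA (44 probes) had a median of 1.07, with 40 higher, but were highest on replicate 1 (1.93, 0.0179 and 1.29 on the 3 stimulated arrays) and followed the order above in only 3 probes, and 41 probes with a run of CT had 20 higher and 21 lower. A rise was therefore not limited to CA. So many unrelated genes moving by their probe sequence is not what regulation of single genes would give, and a difference in how repeats hybridized or were labeled on these arrays is a candidate explanation. The probes of Bmpr2 and Fgf23 in Table 1 contain CA runs and show the same order of replicates. Their rise may therefore come from the CA repeat in the probe, and for Bmpr2 the other 2 probes did not rise. An increase of Fgf23 itself stays open, since it has no other probe. Without all probes that hold a dinucleotide repeat, 12 genes of Table 1 stayed past the criteria. The trend with the base composition is a different matter. It was strongest on stimulated replicate 3 (Spearman's rho across probes 0.34), but taking it out left Fgf23, Bmpr2 and Fgf18 with log2 fold changes of at least 1.56, so it does not account for the size of their rise. Fgf18, at that value, then missed the criteria by its p (0.0513 from limma, unadjusted).

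Adipocyte transcripts had a median log2 fold change of 3.13 over 10 genes, with array medians of 5.28 and 4.78 above the non-stimulated mean on stimulated replicates 1 and 2 but 0.15 on replicate 3. Fabp4 had a log2 signal of 16.86, 16.56 and 13.53 on the stimulated arrays against 12.95, 12.74 and 13.55, and Cfd one of 16.49, 16.88 and 8.74 against 9.95, 11.18 and 6.70. For 8 of the 10 genes, replicates 1 and 2 lay above every other array, and for 1 gene all 3 stimulated arrays lay above the non-stimulated ones. Fat left on some of the entheses is a candidate explanation, and a response of adipocytes in only some cultures was not tested.

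Keratinocyte transcripts rose by a median of 1.28 over 9 genes, with 2.98 and 1.02 on stimulated replicates 1 and 3 and 0.0852 on replicate 2. Krt14 had a log2 signal of 15.68, 5.92 and 10.78 on the stimulated arrays against 4.15, 4.53 and 4.76, and its log2 fold change of 6.31 passed the criteria. It missed them with any array but stimulated replicate 2 left out (6.15, 6.34 and 6.45 without non-stimulated replicates 1, 2 and 3, 3.87 and 6.32 without stimulated replicates 1 and 3), with normexp (4.69), without a detection filter and with the row of the slide as a covariate (6.03). For 7 of the 9 genes, replicates 1 and 3 lay above every other array. The hind paw skin was removed in the preparation, but skin left on some of the entheses may explain part of the list. Other epidermal genes of the list did not follow Krt14 on stimulated replicate 1, namely Krt10 (8.88 against 9.05, 9.28 and 9.46), Krt1 (5.45 against 4.71, 4.54 and 3.42) and Lor (5.26 against 3.34, 4.64 and 4.97), whereas Cnfn, which is not on it, did (14.13 against 4.88, 4.14 and 3.99). Skin and a change in some keratinocyte genes cannot be told apart for the list, because its members disagree. Krt23 was not well above background on any non-stimulated array and rose at least 121-fold (78.3-fold without stimulated replicate 2, 232-fold without replicate 3 and 26.9-fold with normexp). From stimulated replicate 1 to replicate 2, Krt14 fell by 9.76 on the log2 scale and Krt5 by 8.03, whereas Krt23 was 0.63 higher. Skin rich in Krt14 and Krt5 would have carried Krt23 along, but this rests on 1 array. The skin transcripts Spink5 and Cdsn fell less, by 2.25 and 4.20. On replicate 2 they stayed high, with Spink5 at 10.09 against 4.65, 3.73 and 3.92 without IL-17A. Cdsn was at 9.21 there, against 4.99, 4.72 and 4.99. Whether skin accounts for Krt23 is therefore left open. Whether IL-17A induces Krt23 in entheseal cells is a hypothesis that these arrays cannot separate from the differences between the cultures.

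Myeloid transcripts had a median log2 fold change of -2.47 over 12 genes, 8 of them past the criteria for a decrease, and the array medians were -3.09, -2.95 and -1.08. Lyz2 had a log2 signal of 14.94, 14.64 and 17.05 on the stimulated arrays against 18.43, 18.21 and 18.28. A loss of all leukocytes in the stimulated cultures would lower neutrophil transcripts too, but their median of 0.13 comes from members that went both ways. Camp (1.67) and Mpo (1.80) were higher on 3 of 3 stimulated arrays, Ly6g was at -0.81 with overlapping groups, and Csf3r did not move (0.030). The Itgam probes gave 1.28 at the brightest, which contains a CA run, and -0.24 at the other, and the probes of Ptprc (CD45) disagree, with 0.10 at the brightest and -2.44 and -2.42 at the probes of NM_011210. Fewer macrophages, a lower expression in the same macrophages and a loss of every leukocyte cannot be told apart here, because no test separates cell number from expression.

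Red cell transcripts rose by a median of 2.74 over 4 genes, with 3.86, 0.65 and 3.20 on the 3 stimulated arrays. Hba-a1 had a log2 signal of 10.39, 7.81 and 9.73 on the stimulated arrays against 6.44, 6.63 and 6.96. Of the 4 lists for muscle, fat, skin and blood, only 1, that of red cells, had array medians that did not overlap between the groups. Outside these 4, the myeloid, endothelial and tenocyte medians did not overlap either. For tenocytes the gap was narrow, with -0.44 on non-stimulated replicate 1 against -0.48 on stimulated replicate 2. Muscle transcripts had a median of -1.18 and varied within both groups, with 1.76 on non-stimulated replicate 3 and 1.82 on stimulated replicate 3. A tissue makeup that differed from array to array is a candidate explanation, though the paper states pooling of entheses for the experiments of Fig. 1 and not for the array cultures. Since the red cell, myeloid, endothelial and tenocyte lists follow the groups, the share of such a makeup in the differences between the groups and the response to IL-17A cannot be told apart. Endothelial transcripts had a median of 0.98, with 5 of 10 genes past the criteria for an increase, and osteoblast transcripts one of -0.0468, with 10 of the 11 genes of their list also on another.

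Chance can be excluded for none of the counts by regrouping the arrays, since 6 arrays make only 10 splits into 3 and 3. The real split gave the most probes past the authors' criteria and past the adjusted p (1 split of 10 in each case), and the smallest camera p for the FGF and the BMP list (1 of 10 each). For the IL-17A target list 3 of the 10 splits were as extreme, for the Wnt list 9 and for the cartilage list 8. Position on the slide was checked with non-stimulated replicate 3, which lies in the row of the stimulated arrays. Its mean Pearson's r was 0.962 with the other non-stimulated arrays and 0.928 with the stimulated arrays. This rests on 1 array, and other values go with the row. The share of probes well above background on this array, 56.7%, was nearer to the 55.4%, 58.9% and 52.4% of the stimulated arrays than to the 65.8% and 63.2% of the other non-stimulated arrays, and with the row as a covariate 1091 probes rose in place of 1626. In the same fit 358 probes passed the adjusted p in place of 7, which goes the other way. An effect of the row and the response to IL-17A cannot be told apart over all probes.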

How the results depend on the processing

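Removing the base composition trend, leaving out repeat probes and taking the probe closest to Table 1 were chosen after the data had been seen, and all other alternatives before. The mean of probes and the set tests give no counts of probes.

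Col2a1 was below 0 and Fgf7 above 0 under every alternative run. Of 750 values of 41 named genes under the alternatives, 692 kept their direction and their side of the authors' criteria, 53 kept the direction but missed the criteria, 2 came to meet them and 3 changed sign. These leave out Fgf7, Col2a1 and Acan, and Acan changed sign under 5 of its 19 alternatives. Where no cause is given below, the cause was not tested.

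With each array scaled to its 75th percentile, 2464 probes rose and 2149 fell (53.4% of them up, against 36.9%), 2 probes passed the adjusted p, and the medians of the Wnt and cartilage lists turned to 0.13 and 0.19. Normexp background correction gave 918 increases, 1187 decreases, 2 probes past the adjusted p and an Acan value of -0.0315. This correction raises dim signals by its offset, and 44.2% of the probes past the criteria were shared with the main setting. Requiring detection in a whole group left 29361 probes, 311 of them past the adjusted p, and brought the BMP list, with a median of 0.25, to an adjusted p of 0.0427 from camera (range over its alternatives 0.0427 to 0.412). Without a detection filter the Wnt and cartilage medians were 0.10 and 0.018, and the IL-17A target list, still at 0.38, had an adjusted p of 0.0685 from camera (range 7.4e-05 to 0.632). An intensity trend in limma gave 138 probes past the adjusted p. With the row of the slide as a covariate, 358 probes passed the adjusted p, 5 genes of Table 1 met the criteria, Col2a1 was at -1.61 (past its threshold no longer), Acan at -1.41 (past the authors' criteria for a decrease), Sox9 at -0.0164, and the FGF list at 0.20 (adjusted p = 0.0866 from camera, range 0.0012 to 0.134). In this fit non-stimulated replicate 3 alone stands for its group in the second row. The mean of all probes of a gene gave a Wnt median of 0.0044. The IL-17A target list, at 0.38, was not past the threshold under fry or with an estimated correlation, and neither was the FGF list, at 0.46, with the latter. With the base composition trend removed, 1880 probes rose and 2257 fell, 82.8% of the probes past the criteria were shared, 2 probes passed the adjusted p, and the Wnt and cartilage medians were 0.16 and 0.0363.

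The methods name no pairing of the cultures. The deviations of same-numbered arrays from their group means correlated at 0.025, 0.0731 and 0.0416. Such low values show little shared variation but cannot exclude that same-numbered cultures were prepared together. With the replicate number as a block, 0 probes passed the adjusted p in limma, while 1747 rose and 2795 fell at the unadjusted criteria, and of the genes of Table 1 Smad1 missed the criteria (0.91, unadjusted p = 0.0557 from limma).

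With each array left out in turn, 1011 to 2296 probes rose, 1900 to 3738 fell and 0 to 404 passed the adjusted p, the last without stimulated replicate 3. Between 9 and 11 genes of Table 1 met the criteria, against 14 with all arrays. Fgf7 lay between 0.77 and 1.18, Acan between -0.44 and 0.73, Smad7 between -0.14 and 0.74, and Il17rc between -0.0772 and 0.26. The list medians ranged from -0.24 to 0.0127 for Wnt, from -0.24 to 0.0525 for cartilage and from 0.35 to 0.64 for IL-17A targets, whose adjusted p from camera rose to 0.134 without non-stimulated replicate 3. Over all alternatives the IL-17A target median lay between 0.16, with detection in a whole group, and 0.96, with the row of the slide as a covariate. Signal over background limits the dim genes above all, among them Fgf10, Fgf6 and Acan, whose changes depend on signals near the detection limit.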

Differences from the paper's values

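The settings chosen after the results had been seen are named as such where they appear. For Msx2 the paper's fold change is 3.1, and the value here was 1.31-fold at the brightest probe of the accession that Table 1 gives. Every alternative set before the data were examined left this difference, the largest value being 2.02-fold with the mean of all probes. At the second probe of the accession, a setting chosen after seeing the values, the fitted fold change rounds to the paper's 3.1. That probe was not well above background on any non-stimulated array, so its change is given only as at least 1.88-fold (1.27-fold with normexp).

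Sox9 and Smad7 are listed in Table 1 as up-regulated. Here they were 1.39-fold and 1.25-fold higher at the brightest probe and missed the authors' criteria, where the paper's values are 2.0 and 1.9. Both genes, and Msx2, passed the criteria at the probe closest to Table 1, which was chosen after seeing the values and brings all 17 genes past them. Msx2 also passed with the mean of all probes of a gene, an alternative set before the data were examined, and Smad7 with the base composition trend removed, which was added after seeing the data.

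The paper shows a rise of Col2a1 by RT–PCR in Fig. 1A, in the same kind of culture at 72 h. On the arrays Col2a1 had a log2 fold change of -1.57.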

Other observations

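Of the tests in this part, those on Col2a1, on the single genes of Table 1 and on the base composition over all probes were chosen after the results had been seen, and that on the Table 1 genes together before.

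The lower Col2a1 signal on the stimulated arrays goes against the direction that the paper measured by RT–PCR, and the paper names the limited sensitivity of arrays as the reason why no rise was detected. For Acan, a dim probe, that may apply. The Col2a1 probe, however, lies at the 95.0th percentile of the non-stimulated signal and was well above background on all 6 arrays, so a signal near background does not account for its fall. Nor does the normalization between the arrays, since over the other scalings the highest log2 fold change was -1.57. Some other matrix genes were lower as well, with Comp at -3.37 and Col1a1 at -2.28. Fmod (0.25) was not, and its groups overlapped. Dcn (0.065) cannot be judged. Its log2 signal was the same, 18.56, on non-stimulated replicate 3 and stimulated replicates 1 and 2. Quantile normalization gives equal ranks the same value, and a probe this bright can hardly move under it. Tenocyte markers had a median log2 fold change of -1.16 over 10 genes, of which Col1a1 is also on another list, so fewer matrix-producing cells in the stimulated cultures and a lower expression per cell cannot be told apart, as these arrays do not count cells. What separates the arrays from the RT–PCR (other cultures, normalization to Gapdh) was not tested. The brightest Gapdh probe had a log2 fold change of 0.089 on the arrays.

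The large fold changes in Table 1 could come from a signal near background on the non-stimulated arrays. Of the 17 genes, 2 (Fgf10 and Fgf6) were not well above background on every non-stimulated array, so such a signal does not account for the table as a whole. All 5 of the probes of Grem1, Bmpr2, Fgf1, Fgfr4 and Has1 were well above background on all 6 arrays, and with normexp their folds stayed within 1.5 times, with Grem1 at 13.3-fold. For Fgf10, in contrast, the background decides the size. Its rise was at least 6.99-fold in the main setting, where 2 of 3 stimulated arrays were well above background, and at least 2.81-fold with normexp, so a signal near background on the non-stimulated arrays may account for how large its fold change appears. Fgf6 depended on the background as well, since with normexp it was 1.32-fold higher and missed the criteria. Wnt5b, which was well above background on all 6 arrays, missed them with normexp too (1.65-fold).

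The base composition of the probes might drive the difference between the groups over all probes, because stimulated replicate 3 followed it. After the trend had been taken out of every array, 82.8% of the probes past the authors' criteria were still past them, which argues against the trend as the main source.

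The paper measured IL-17RC by RT–PCR in Fig. 1I. On the arrays at 72 h, Il17ra had a log2 fold change of -1.49 (standard error 0.33, adjusted p = 0.139 from limma, lower on 3 of 3 stimulated arrays), and Il17rc had one of 0.099 at its brightest probe and -0.32 at the other. S100a8, which the paper measured in skin, rose by 4.74 on the log2 scale (adjusted p = 0.0770 from limma), with every stimulated array above every non-stimulated array. Krt16 had a log2 fold change of 3.18 (adjusted p = 0.369 from limma, higher on 3 of 3 stimulated arrays), with 14.82, 8.12 and 10.23 on the stimulated arrays against 7.91, 8.07 and 7.66. Fgfr2, whose IIIb form is the receptor the paper blocks, had a log2 fold change of 0.054 at its brightest probe. Its splice forms were not analysed here.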
